# Dynamics of Global Gene Expression and Regulatory Elements in Growing Brachypodium Root System

**DOI:** 10.1038/s41598-020-63224-z

**Published:** 2020-04-27

**Authors:** Aaron J. Ogden, Thomas W. Wietsma, Tanya Winkler, Yuliya Farris, Gabriel L. Myers, Amir H. Ahkami

**Keywords:** Plant development, Plant sciences, Plant molecular biology

## Abstract

Root systems are dynamic and adaptable organs that play critical roles in plant development. However, how roots grow and accumulate biomass during plant life cycle and in relation to shoot growth phenology remains understudied. A comprehensive time-dependent root morphological analysis integrated with molecular signatures is then required to advance our understanding of root growth and development. Here we studied *Brachypodium distachyon* rooting process by monitoring root morphology, biomass production, and C/N ratios during developmental stages. To provide insight into gene regulation that accompanies root growth, we generated comprehensive transcript profiles of Brachypodium whole-root system at four developmental stages. Our data analysis revealed that multiple biological processes including trehalose metabolism and various families of transcription factors (TFs) were differentially expressed in root system during plant development. In particular, the AUX/IAA, ERFs, WRKY, NAC, and MADS TF family members were upregulated as plant entered the booting/heading stage, while ARFs and GRFs were downregulated suggesting these TF families as important factors involved in specific phases of rooting, and possibly in regulation of transition to plant reproductive stages. We identified several Brachypodium candidate root biomass-promoting genes and *cis*-regulatory elements for further functional validations and root growth improvements in grasses.

## Introduction

Roots are the central core of the plant system which play a critical role during plant growth and development. Although root size and shape can be modified by environmental factors, the genotype and internal phenotype of an individual (at cellular and molecular levels) sets the limits within which such modification of growth and development can occur^1^. Our knowledge of the physiological basis underlying root growth and development and the relevant variations in belowground biomass production is poor, but should start with providing a basic understanding of the phenotypic and molecular determinants of global root architecture over the course of plant lifetime.

Grasses are critical components of providing global food and bioenergy. Improving the productivity of monocotyledonous flowering crops like wheat, rice, sorghum, etc. (Poaceae family) is therefore vital to keep pace with population growth. This requires a fundamental understanding of molecular physiology of organ development (e.g. leaf, flower, root, etc.) during the crop life cycle. Recently, *Brachypodium distachyon* (Poaceae, henceforth Brachypodium) has been chosen as a model system to study different aspects of temperate grasses because of its short lifecycle, relatively simple diploid genome^2^, and manageable growth requirements^3^. The vegetative and reproductive growth stages of *B. distachyon* have been thoroughly studied based on phenological characteristics of above-ground tissues^4^. Our limited knowledge in the area of grass root biology is partly due to the complex fibrous root system characteristic of monocots compared to the relatively simple taproot architecture in dicots like Arabidopsis. In this context, Brachypodium displays all the characteristics of a monocotyledon root system; however, its complexity is minimal compared to many other strategic food and bioenergy crops^5^. This makes Brachypodium an excellent and tractable model to study Root System Architecture (RSA) in grasses. The use of Brachypodium to accelerate the identification of root-related genes and markers and explore routes to translate these discoveries to other crops has been described^6^. Detailed characteristics of *B. distachyon* RSA during principal developmental stages has been reported, including root length and depth, as well as relationships between RSA and number of tillers and shoot biomass^4^. The timing of the emergence of Brachypodium roots relative to above-ground developmental stages has been described and is shown to be similar to that of wheat^7^. While the morphological attributes of Brachypodium root system have been thoroughly investigated, little is known about the molecular basis of root growth that govern these changes. Moreover, the molecular biology of root branching is not well understood in cereals including Brachypodium as a model grass.

Changes in RSA resulting in deeper, wider or thicker roots are controlled by complex interactions among tens to hundreds of genes^8^. To our knowledge, though, only one gene has been characterized to date that modulates a relatively subtle shift to root architecture in a monocot, DEEPER ROOTING 1 (*DRO1*) as a major quantitative trait loci (QTL) for deeper rooting in rice^9^. However, it is well-documented that almost all aspects of plant growth and development (including root formation) are governed in part by Transcription Factors (TFs)^8,10^. TFs activate or repress the expression of target genes both spatially and temporally, through the specific binding of *cis*-regulatory elements (CREs or motifs) present in their promoters. To regulate diverse and complex cellular processes relevant to different physiological pathways, plants have evolved a repertoire of over 50 TF families. Bioinformatics analyses of model plants such as *Arabidopsis thaliana*, *Oryza sativa*, and *Brachypodium distachyon* suggest each species encodes 1773^11^, 2,516^12^ TFs, and 1,687^12^ TFs, respectively. These regulatory factors including AUX/IAAs (Auxin/Indole Acetic Acid), ARFs (Auxin Responsive Factors), ERFs (Ethylene Response Factors), and NAC (NAM, ATAF1/2 and CUC2) have been suggested as major key players to better understand root development in response to external and internal growth regulators^10,13–22^. Additionally, recent efforts in plant motif discovery and curating reported CREs^11,23,24^ have been valuable, providing powerful hints into the role of TFs in regulating specific promoter sequences of interest. Few studies have conducted transcriptome and CRE analyses in revealing biologically relevant target genes and providing clues into the regulatory relationships of TFs in key abiotic stress responses in Brachypodium^25–27^. However, to date no study has characterized Brachypodium gene profiles and promoter architecture for identification of putative root regulatory modules and at a growth-stage dependent manner.

Most of the previous studies in the area of root biology focused on investigating the molecular basis of root development and cell differentiation in specific root zones, cell-types, and at single and very early seedling developmental stages^28^. Also, the basis of these works was primarily to study the response of root tissue to environmental signals (stressed condition) rather than to internal growth regulators (non-stressed condition). The main objective of this study was to determine the time-dependent gene expression profiles and dynamics of regulatory elements in *B. distachyon* whole-root system in relation to well-characterized aboveground developmental phases as leaf development, early tillering, late tillering and booting/heading stages. We demonstrated the utility of our dataset by identifying differential expressed genes and highlighting the most important TFs at each time point of root growth including the ones with possible roles in root branching. Our results provide the most comprehensive dataset of Brachypodium rooting process at the transcript level to date, and the identified putative root growth-promoting genes and regulatory elements in this work are potential targets to generate genetically modified crops for biomass increase in future studies.

## Results

### Morphology of Brachypodium RSA during growth stages

We monitored Brachypodium root phenotypic changes during its primary four principal growth stages. Seedlings with two to three leaves at leaf development stage (T1) showed single primary root growth (Fig. 1A), while early tillering stage (T2) was the representative of developing primary nodal roots (coleoptile nodal roots in the hypocotyl region) (Fig. 1B). As plants produced more tillers at late tillering stage (T3), coleoptile nodal roots elongated, and branch roots started to form (Fig. 1C). When plants showed the very initial signs of transition into reproductive stage at booting stage (T4, emerging the head at the top of the growing shoot and swelling of the flag leaf sheath^4^), leaf nodal roots formed in the stem base area and elongated, and several branch roots developed making whole roots thicker below-ground (Fig. 1D). Root dry weight was significantly increased from 4 mg at T1 up to about 50 mg at T3 and T4 (Fig. 2A). Overall, we did not observe significant changes in mean root dry weight between T3 and T4 replicates (Although minor differences in dry weight and root patterning were observed between individual biological replicates within samples harvested in each time point.) To evaluate whether the biomass accumulation was reflected by a change of carbon to nitrogen ratios during rooting, and to evaluate the possible relationship between C/N ratios with temporal root gene expression profiles, total concentrations of carbon and nitrogen were measured (Supplemental Table S1). There was a slight increase in the carbon to nitrogen ratio at T2 and T3; however, a significant increase up to 2-fold at T4 was monitored compared to T1 (Fig. 2B).

**Figure 1:**
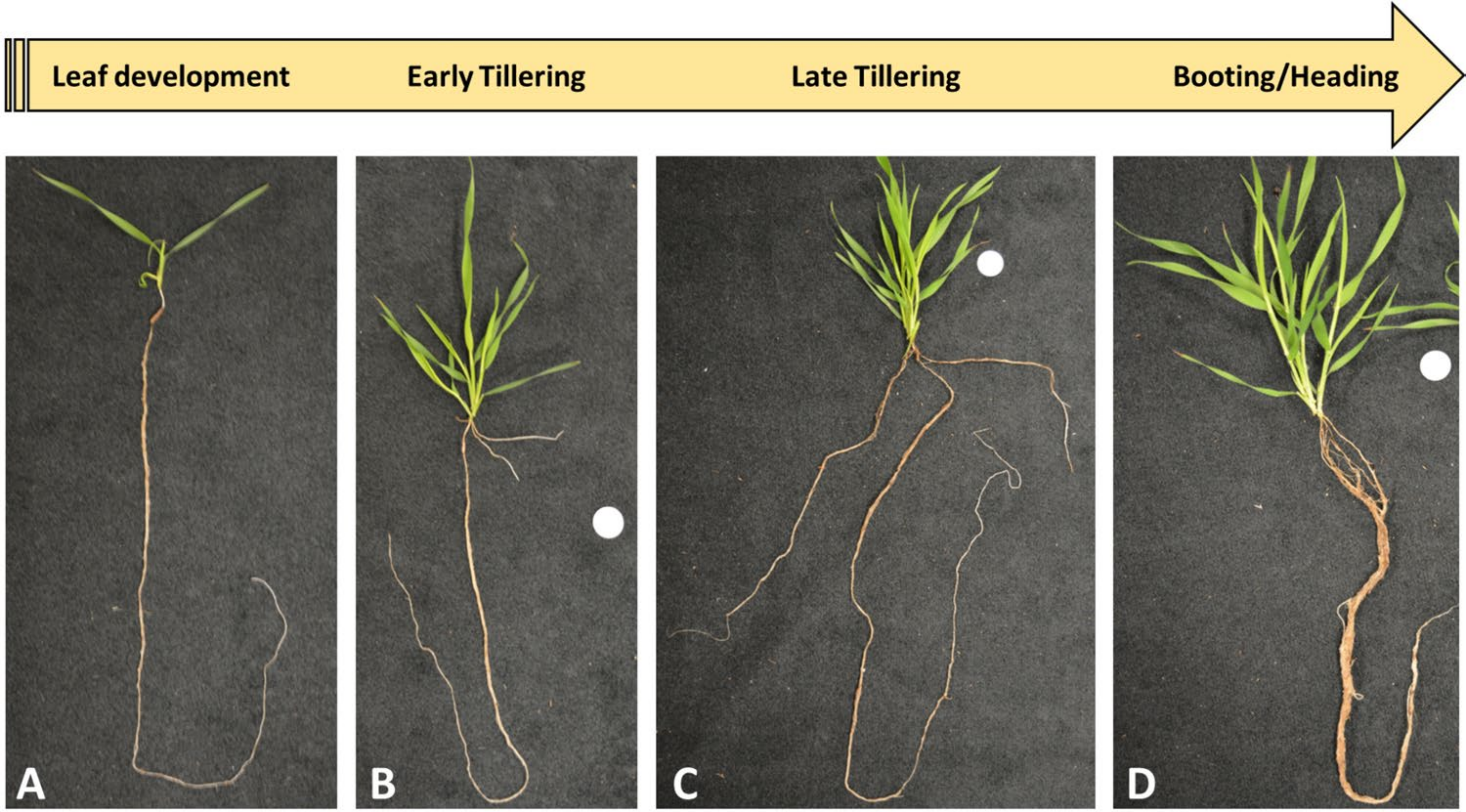
Plants representative of the different developmental stages used in this study. Plants were harvested at four developmental stages consisting of (**A**) leaf development stage, T1 (18 DPS); (**B**) early-tillering stage, T2 (25 DPS); (**C**) late-tillering stage, T3 (32 DPS); and (**D**) booting/heading stage, T4 (36 DPS). Scale disk diameter = 0.5”.

**Figure 2:**
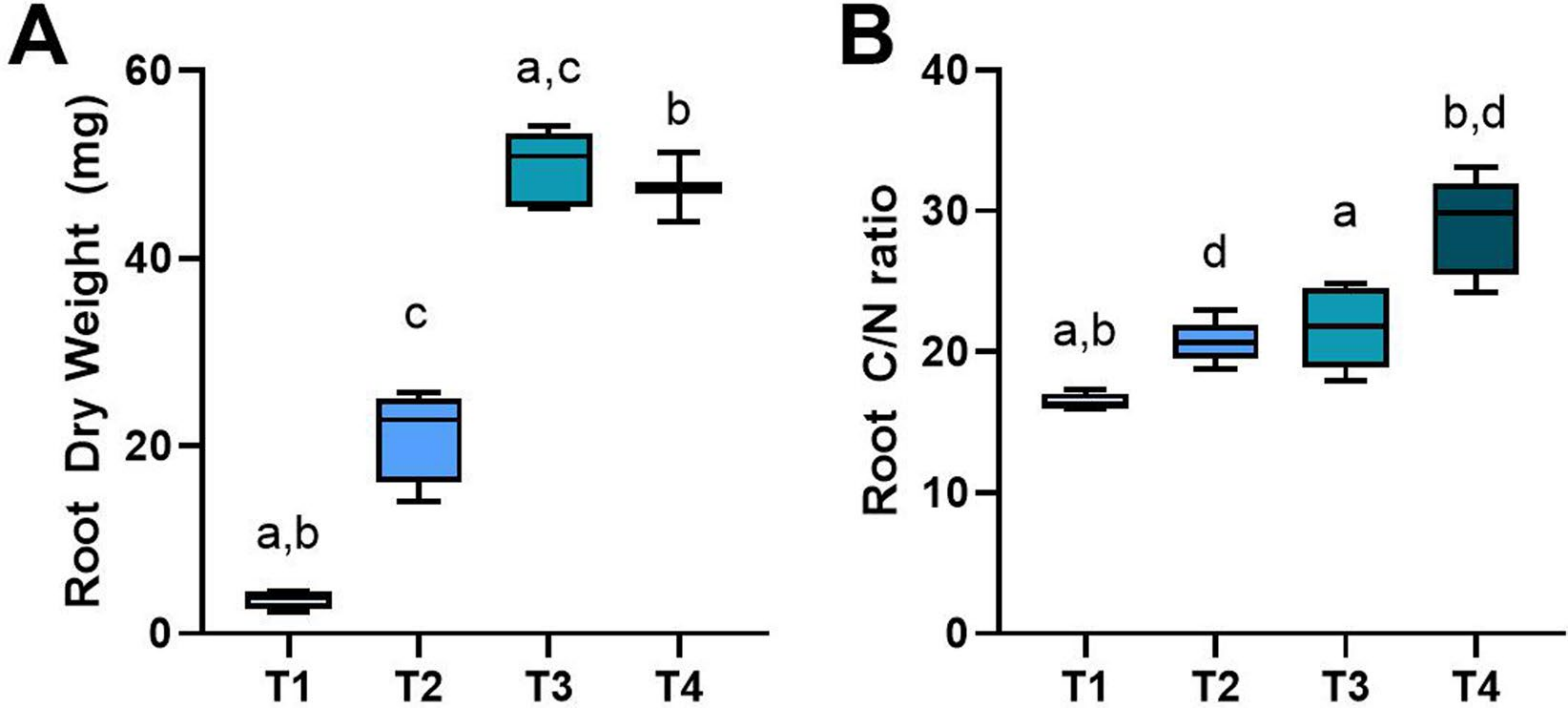
Root dry weight and carbon/nitrogen ratios. Brachypodium root dry weights (**A**) and carbon to nitrogen ratio (**B**) were collected at each timepoint throughout the experiment. Error bars represent minimum and maximum values. Both dry weight and carbon/nitrogen measurements resulted in a p-value < 0.005 via Kruskal-Wallis test. Further pairwise post-hoc tests were performed by Dunn’s test, with significant changes between T1-T3 (a), T1-T4 (b), T2-T3 (c), and T2-T4 (d) (p-value < 0.05).Each value is represented by the mean of three to five independent replicates (n = 4, 4, 5, and 3 for T1-T4, respectively).

### Comprehensive transcript profiles of the developing root

To identify important time-dependent regulators of root growth in response to internal growth stimuli, we generated comprehensive transcript profiles of Brachypodium whole-root system at different developmental stages (T1-T4, see above and Fig. 1). 

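Whole root systems of the reference line Bd21 were harvested at 4 developmental stages, leaf development (T1, 18 days post sowing), early tillering (T2, 25 days), late tillering (T3, 32 days) and booting or heading (T4, 36 days). Each stage had 3 libraries, 12 in all, and the roots were washed free of soil, excised and frozen before RNA was extracted. The libraries were stranded and were read from both ends. The authors trimmed the reads, aligned them with HISAT2 to genome v3.0, counted them per gene with StringTie and its count script, and normalized the counts with DESeq2. The deposited table of normalized counts per gene and library was used here, together with the deposited transcript abundances per library. For each gene, log2(normalized count + 1) was fitted with limma over all 12 libraries, with the stages as groups, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.10. Genes whose normalized counts summed to under 240 over the 12 libraries were left out, which kept 21542 genes. Fold changes are differences of means on this log2 scale, so they can lie above or below the ratio of the mean counts.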

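Gene counts per library, as the supplement lists them, ranged from 15205093 to 29578133 at T1 (median 18711961), 12830990 to 30569038 at T2 (median 28785592), 19530129 to 32753522 at T3 (median 23679154) and 13589210 to 42312654 at T4 (median 30041838). In the same table, 3 libraries aligned at a lower rate than the others. These were T1 replicate 2 at 92.4%, T1 replicate 3 at 92.6% and T3 replicate 2 at 92.8%, while the other 9 libraries lay between 97.2% and 98.2%. More genes were listed at 0 in these libraries (313, 509 and 164) than in the others (29 to 97 per library).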

Summarized in supplemental Table S2, the Illumina-based paired end sequencing resulted in tens of millions of high-quality reads per sample that allowed for efficient alignment via Hisat2. The outcome of this procedure was the identification and abundance estimation of 21,764 genes that were subsequently normalized via DESeq. 

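Between the leaf development stage and booting, root expression shifted broadly. The genes given here are among the 10 largest fitted changes in each direction of annotated genes with a mean of at least 100 and no overlap between the T1 and T4 libraries. The MADS-box factors BRADI_1g21980v3 and BRADI_1g08340v3 had 3089 ± 1133 and 1837 ± 735 normalized counts (SD, n = 3) at T4. At T1 they had means of 0.952 and 0.494, each with 2 of the 3 libraries at 0. The first had 2 counts at T1 in all, which gives a ratio of T4 to T1 of 4982 (95% counting interval 1379 to 41144). Such intervals treat each count as a separate event and leave out the spread between libraries. Counts in this table need not be single reads, so the intervals may be too narrow even for counting error. The SWEET sugar transporter BRADI_1g62570v3 rose from 15.9 ± 15.7 to 2759.9 ± 1648 (log2 fold change 8.11, standard error 1.06, adjusted p = 0.00037 from limma). A malic enzyme, BRADI_2g49540v3, rose from 47.9 ± 65.3 to 2883 ± 1043, and a receptor-like kinase, BRADI_1g14060v3, from 88.8 ± 136 to 4228 ± 2872. Among the genes that fell, the dirigent protein BRADI_4g21620v3 had 101 ± 21.3 normalized counts at T1 and 2 counts over the 3 T4 libraries, a ratio of 171 (95% counting interval 46.9 to 1420.0). The metallothionein-like BRADI_2g28254v3 fell from 13829 ± 1698 to 1146 ± 471 and the peroxidase BRADI_1g20005v3 from 435 ± 72.1 to 24.7 ± 7.07. With transcript abundances the last changed by -0.97 on the log2 scale and was not called, and the 5 genes given as rising did not pass the paper's univariate threshold. Of 21542 genes tested, 9381 changed from T1 to T4 with limma, 5161 higher and 4220 lower at T4, and 4272 of these by over 2-fold. With quantile-normalized values the split was 4145 higher and 5626 lower, and with edgeR on 9 libraries, where T1 has only its 2 of low alignment, 4992 and 5056. Quantile normalization gave a median over all genes of -0.10 against 0.02 on the log2 scale. The paper's univariate test called 3149 genes from T1 to T4, and limma on transcript abundances 3347 of the 16741 tested. T4 and T1 libraries did not overlap for 51.6% of the genes, where chance gives 10%. Without the 3 libraries of low alignment, 6229 genes were called.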

2^29^ (Supplemental Fig. S3). Included in Supplemental Table S4, our highly curated dataset provides a novel and comprehensive resource of Brachypodium genes with possible roles in root development.

### qRT-PCR supports RNA Seq. findings

To validate the accuracy of our transcriptome gene-counts, we selected multiple genes for relative quantification using qRT-PCR. The partial least squares discriminant analysis (PLS-DA), hierarchical clustering analysis, and manual examination of the data (see below) indicated that most genes in T2 and T3 were at intermediate values between T1 and T4. 

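Both tillering stages lay between T1 and T4 for more genes than unordered groups give, and with limma on 12 libraries the fewest genes were called between these 2 stages. For 41.5% of the genes both T2 and T3 had means between those of T1 and T4, where 4 unordered groups give 16.7%. On an axis through the T1 and T4 means of the genes called from T1 to T4, T2 lay 33.4% ± 7.75 and T3 52.4% ± 12.4 of the way (SD, n = 3). But these genes were picked in the same libraries, and a profile unrelated to this axis would also lie near its middle. From T1 to T2, 535 genes were higher and 232 lower (1466 and 1545 with edgeR on 9 libraries, where T1 has only its 2 of low alignment). The laccase BRADI_1g66720v3, an enzyme of lignin formation, rose from 72.2 ± 60.3 to 911 ± 519 normalized counts (adjusted p = 0.058 from limma), and the dirigent protein BRADI_1g20920v3 fell from 393 ± 152 to 104 ± 28.6 (adjusted p = 0.051). From T2 to T3, 11 genes were higher and 42 lower, among them the late embryogenesis abundant gene BRADI_2g33170v3, which fell from 837 ± 94.4 to 140.3 ± 18.9 (adjusted p = 0.059). From T3 to T4, 1297 genes were higher and 996 lower, but 1138 and 1259 with quantile-normalized values. The count of this step, 2293, was 404 with transcript abundances, 1288 without T4 replicate 2 and 3001 without T3 replicate 1. A glutamine synthetase, BRADI_1g11450v3, rose from 19.8 ± 10.6 to 1364 ± 545 (adjusted p = 0.0012), and the peroxidase BRADI_3g55850v3 fell from 328 ± 80.5 to 39.1 ± 24.7 (adjusted p = 0.00061). The T1 to T2 count rested on the libraries used: it was 57 without the 3 of low alignment, which leaves 1 library at T1 and where 70 were called from T2 to T3, 68 without T2 replicate 1 and 1724 without T1 replicate 1. The T2 to T3 count, 53 with limma and 2163 at an unadjusted p under 0.05, was 0 without T2 replicate 2 or without T2 replicate 3. On 9 libraries, where T3 has a single library and that one is of low alignment, the order of these steps turned: 3172 and 3233 genes were called from T1 to T2 and from T2 to T3 with limma, 3011 and 3216 with edgeR, and 3912 and 4243 with DESeq2.

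**Figure D1:**
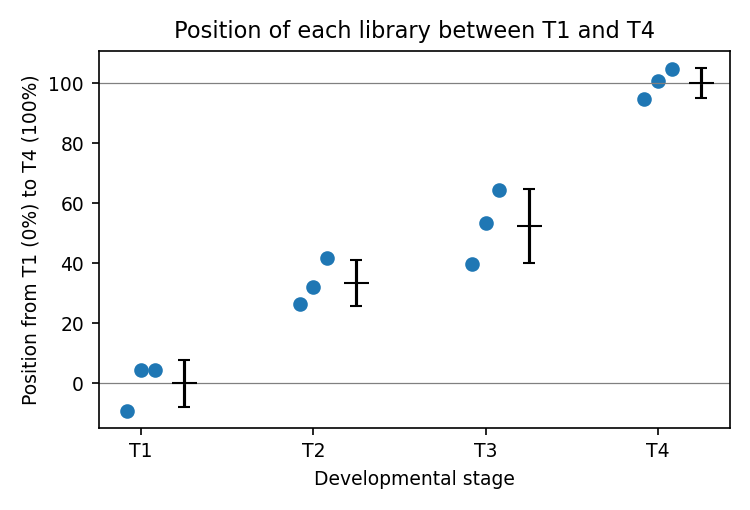
Position of each of the 12 libraries (points) along the axis from the mean of T1 (0%) to the mean of T4 (100%) over the genes called from T1 to T4, by developmental stage, with the mean and SD of 3 libraries beside them. The T2 libraries lie between 26.3% and 41.7% and the T3 libraries between 39.6% and 64.3%, so these stages overlap.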

We therefore chose to perform qPCR on T1 and T4 samples. 

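In the RNA-seq data, the ERF BRADI_5g25570v3 rose from 1448 ± 679 normalized counts at T1 to 5308 ± 796 at T4 (SD, n = 3, log2 fold change 1.98, adjusted p = 0.0019 from limma). BRADI_3g30320v3 rose from 222 ± 147 to 10755 ± 864 (log2 fold change 5.82). The MADS-box gene BRADI_1g59250v3, at 0 in 2 of the 3 T1 libraries, rose from 1.98 ± 3.42 to 708 ± 238 (log2 fold change 8.48, and from 4.83 to 12.5 over the alternatives). Cytokinins are activated by phosphoribohydrolases, and 2 genes of this kind, BRADI_2g14470v3 and BRADI_1g00900v3, rose by 3.59 and 2.69 on the log2 scale. The reference gene of the qRT-PCR, BRADI_3g14040v3, encodes a glyceraldehyde-3-phosphate dehydrogenase and had 4550.3 ± 633 at T1 and 4024 ± 195 at T4 (log2 fold change -0.17, adjusted p = 0.37). Of the 8 target genes, 7 were higher and 1 was lower at T4, and dividing by the reference gene turned no direction. At the threshold of the paper's univariate test, 5 of the 8 passed.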

As shown in supplemental Fig. S5, for 7 transcription factors belonging to ERF, NAC, ABA, MADS, and cytokinin families, the changes in RT-qPCR transcript abundances from T1 to T4 correlated well with corresponding normalized gene count estimations generated via RNA-seq as measured by Pearson correlation coefficient (PCC)^30,31^. 

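BRADI_1g14230v3, an AUX/IAA gene on chromosome 1, 11125036 to 11126596 of genome v3.0, stood at 4745 ± 173 normalized counts at T1, 3264 ± 265 at T2, 2571 ± 392 at T3 and 1734 ± 160.1 at T4 (SD, n = 3). It fell from T1 to T4 by 1.46 on the log2 scale (standard error 0.13, adjusted p = 2.7e-05 from limma). Divided by the reference gene, it fell by 1.29. Every T4 library lay below every T1 library, and the RNA-seq values alone are given here.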

One notable exception, Bradi_1g14230, showed a weak negative correlation (PCC = −0.22).

### PLS-DA and GO term enrichment analysis suggests multiple biological pathways involved in Brachypodium root growth and development

To identify genes with potential roles in *B. distachyon* root growth and development, we employed both multivariate and univariate analyses. First, we performed PLS-DA using all 21,764 identified genes. Principal component 1 (PC1) of the score-plot resulting from this PLS-DA comprised 46.3% of data variation and was caused by differences between T1 and T4 (Fig. 3A). 

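PLS-DA with the 4 stages as classes was repeated with mixOmics on variance-stabilized values of the 21542 genes, centred and not scaled to unit variance. The first component held 48.6% of the variance and the second 13.3%. Scores on the first component were -54.7 ± 9.59 at T1, -17.1 ± 9.29 at T2, 9.48 ± 15.3 at T3 and 62.4 ± 5.97 at T4 (SD, n = 3), so the T1 and T4 libraries lay at its ends. The share was 34.1% when each gene was scaled to unit variance.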

Samples T2 and T3 were located between T1 and T4 on the score-plot, suggesting the transcript abundance for most genes at T2 and T3 were intermediate between those observed at either T1 or T4. We then identified the genes that contribute to the large variation observed in PC1 by extracting genes with a high VIP score (Variable of Importance in the Projection score >1.0)^32–34^ (Fig. 3B). The resulting 4,247 genes were selected for gene ontology (GO) enrichment analysis^32,35^.

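With VIP scores of the first component above 1, 4176 genes were selected, 19.4% of those in the model. Of these, 3966 were also called from T1 to T4 with limma, 2550 higher and 1416 lower at T4. The supplement at hand gives VIP scores for 1630 of the 21542 genes in the model, above or below 1, drawn from incomplete copies of Tables S4 and S6. Table S6 lists transcription factors and genes of enriched terms, the latter picked by these scores. Over the 1630 genes the scores had Pearson's r = 0.997 with the ones computed here (across genes, which are not independent replicates). Scaling each gene to unit variance gave 9718 genes with a score above 1.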

**Figure 3:**
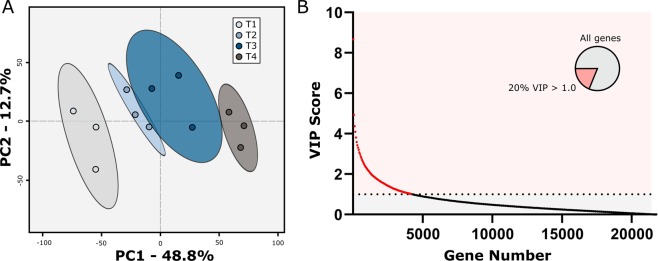
PLS-DA score plot and VIP plot. (**A**) Partial least squares discriminant analysis (PLS-DA) score plot generated from each timepoint. (**B**) Variable of importance in projection (VIP) scores of each gene used in the PLS-DA. Genes contributing meaningfully to the PLS-DA model with a PC1 VIP score >1.0 constitute 20% of the genes tested (inset pie-chart) and can be found in supplemental table S4.

To better understand the biological processes involved in root development, we performed an enrichment analysis using the gene ontology terms of genes with a high PLS-DA PC1 VIP score. As shown in Fig. 4A, multiple GO biological process and molecular function terms were significantly enriched among these genes using the DAVID bioinformatics resource (v6.8) (Benjamini-Hochberg corrected p-value < 0.05)^36^. 

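Extracellular region had the lowest adjusted p of the terms. Of those that passed, terpene synthase activity had the largest fold (5.04). This is the highest fold the test can give, reached when every gene of a term has a VIP score above 1. Extracellular region held 128 of 223 genes, 2.89-fold, adjusted p = 2.1e-32 from a one-sided Fisher's exact test. Peroxidase activity was enriched 3.05-fold and hydrogen peroxide catabolism 2.95-fold, with 80 of 132 and 76 of 130 genes. Chitin binding held 12 of 15 genes, 4.03-fold, adjusted p = 6e-05. Response to water deprivation held 27 of 53 genes, 2.57-fold, adjusted p = 3.4e-05. In all, 62 of 1324 terms of at least 5 genes passed at an adjusted p under 0.05. The background was the 14894 tested genes that carry a GO term in the deposited table, 2956 of them with a VIP score above 1. With the genes called from T1 to T4 in their place, 18 terms passed.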

Of major importance were the biological processes plant cell wall organization (GO:0009664) and DNA-templated transcription (GO:0006351) which were 3.2- and 1.4-fold enriched, respectively, within our dataset as compared to the Brachypodium genome background. Similarly, the GO molecular function terms transcription factor activity (GO: 0003700) and sequence-specific DNA binding (GO: 0043565) were both significantly 1.9 enriched (Fig. 4A, asterisks). 

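Of 33 genes tested under plant-type cell wall organization, 16 had a VIP score above 1, a 2.44-fold enrichment (adjusted p = 0.0073 from a one-sided Fisher's exact test). Among the genes that fell from T1 to T4, the term held 23 of its genes (3.45-fold, adjusted p = 1.1e-07). DNA-templated transcription held 85 of 301 genes, 1.42-fold, adjusted p = 0.0087. With the genes called from T1 to T4 as the set, the folds were 1.67 (adjusted p = 0.029) and 1.15 (adjusted p = 0.28), so transcription did not pass.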

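Transcription factor activity held 168 of 444 genes, 1.91-fold, adjusted p = 8.7e-17 from the same test, and sequence-specific DNA binding held 119 of 340 genes, 1.76-fold, adjusted p = 5.5e-09. Among genes higher at T4 than at T1, transcription factor activity held 173 of 444 genes (1.54-fold, adjusted p = 5.6e-08). Over the genes called in either direction, its fold was 1.28.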

For convenience, an annotated list of all genes belonging to each enriched GO term shown in Fig. 4A can be found in Supplemental Table S6, including their predicted function, gene count fold-change from T1 to T4, and t-test results. To highlight the most important trends in root gene expression observed during growth, we grouped the responsive genes into functional categories based on the GO terms. Here, we independently describe the transcriptional changes observed for each of these functional categories during root growth.

**Figure 4:**
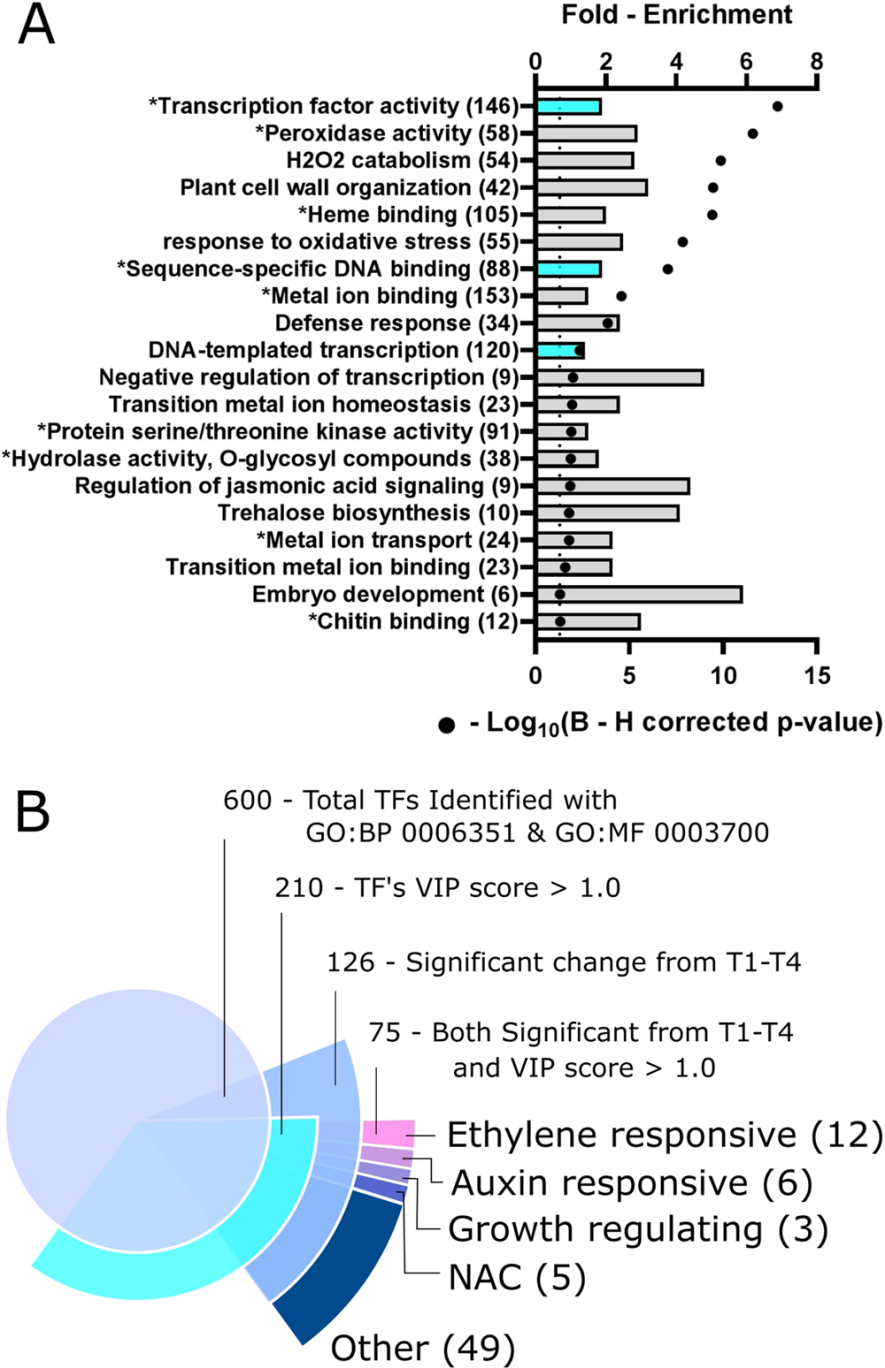
GO term enrichment and transcription factor summaries. (**A**) Bar graph representation of the Gene Ontology (GO) terms that are significantly over-represented among genes with a PLS-DA PC1 VIP score >1.0. The fold-enrichment and Benjamini-Hochberg (**B–H**) corrected p-values are shown as bars on the top x-axis and black circles on the bottom x-axis, respectively. Turquoise highlighted bars correspond to GO term 0006351 (top), 0043565 (middle), and 0003700 (bottom). The asterisk denotes a GO molecular function (MF) term, while all other terms are GO biological processes (BP). For reference, the vertical dotted line represents a B-H p-value of 0.05. (**B**) Expanding pie-chart summarizing the 600 non-redundant transcription factors identified in this study (GO:0006351 & 0003700). For both A and B, numbers within parentheses represent the number of genes contributing to that list. The 75 TFs can be found in supplemental Table S6.

### Transcription factors are essential for the regulation of gene expression in growing Brachypodium root system

Our enrichment analysis strongly suggested that *B. distachyon* root development is governed in part by dynamic regulation of TFs. Our dataset of 21,764 genes contained abundance estimates for 600 likely TFs identified as having a GO biological process term of “DNA-templated transcription” (GO:0006351), or the GO molecular function terms “Transcription factor activity” (GO:0003700) and “sequence-specific DNA binding” (GO: 0043565). 

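The deposited table assigns 600 genes to the GO terms DNA-templated transcription or transcription factor activity, and 597 of these passed the minimum of counts. Sequence-specific DNA binding was not used for this list, and 155 of the 207 tested factors of Table S7 are in it. Of the 597, 194 had a VIP score above 1 (32.5%). Among the 194, 129 were higher and 52 were lower at T4 than at T1 with limma. When each gene was scaled to unit variance, 331 of the 597 scored above 1.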

Over 200 of these TFs were found to have a high PC1 VIP score and therefore could be involved in Brachypodium root growth during plant development (Supplemental Table S6). This subset of TFs is comprised of multiple families including MADS-box, NAC, ARF, ERF, and WRKY, and others. 

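With limma, 331 of the 597 transcription factors changed from T1 to T4, 215 higher and 116 lower at T4 (229 and 122 when adjusted over the list alone). This is 55.4% of the factors, against 43.5% of all genes tested. As a set, the factors had adjusted p = 0.083 from camera with the preset correlation of 0.01 and adjusted p = 0.35 with an estimated correlation. With the paper's univariate test at p under 0.0145, 124 of them passed, 61 higher and 63 lower at T4.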

Independent of the multivariate PLS-DA analysis, we observed 126 TFs whose gene count abundance changed significantly from T1 to T4 using the univariate t-test with a B-H adjusted p-value threshold (Fig. 4B). Not surprisingly, there is a large overlap of 75 TFs that were both differentially expressed between T1 and T4 (126 TFs) and had a PLS-DA PC1 VIP score (210 TFs). 

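Among the transcription factors with a VIP score above 1, 181 were also called from T1 to T4 with limma. Independent lists of these sizes share 107.6 on average (odds ratio 23.4, 2-sided Fisher's exact p = 1.9e-43). Both criteria read the same T1 and T4 libraries, so their overlap is not independent evidence. With the paper's univariate test the overlap was 75. Of the 75 factors that Table S7 marks as significant, 73 were called here.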

Although TFs identified by PLS-DA PC1 VIP scores are likely involved in Brachypodium rooting, these 75 TFs are the most likely contributors to root growth during the investigated time frame of plant development. (See Supplemental Table S7 for individual lists of each statistically identified TFs).

### Hierarchical clustering analysis classifies TFs into four distinct groups

While the PLS-DA identifies TFs whose transcript abundance change from T1 to T4 and are therefore likely involved in Brachypodium root growth, it does not describe whether the expression of those TFs increased or decreased over time. To better understand the differential regulation of TFs during root development, we performed a hierarchical clustering analysis (HCA) using 210 TFs with a high PC1 VIP score and generated a corresponding heatmap (Fig. 5A and Supplemental Table S7). The four clusters produced by our HCA suggested positive or negative roles for TFs during developmental stages (Fig. 5B). For example, cluster 1 (C1) contained TFs likely involved in early development from T1 to T3. 

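The 20 factors of C1 changed little before T3 and most of them fell after it. Their mean Z-scores were 0.48 at T1, 0.62 at T2, 0.09 at T3 and -1.19 at T4. From T3 to T4, 14 of the 20 fell and none rose with limma, and none was called from T1 to T2 or from T2 to T3. From T1 to T4, 17 fell. The RAP2 factors BRADI_5g24110v3 and BRADI_1g45470v3 and the NAC factor BRADI_3g17287v3 belong to this cluster, and the last fell from 143 ± 80.8 normalized counts at T3 to 36.7 ± 7.72 at T4 (SD, n = 3, adjusted p = 0.014). When the 210 factors were clustered again from the deposited values, 179 belonged to the Table S7 cluster most common in their new cluster. C3 alone holds 136 factors, and the adjusted Rand index, an agreement corrected for chance, was 0.67. The study chose these factors by their scores in the same libraries, so their directions are not independent evidence.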

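Of the 31 factors of C2, 30 fell from T1 to T4 with limma and none rose. Their mean Z-scores ran from 1.34 at T1 over 0.12 and -0.52 to -0.94 at T4. C3 holds 136 factors, of which 135 were tested. In C3, 128 rose and none fell, with mean Z-scores of -0.81, -0.51, 0.14 and 1.19 from T1 to T4. The means at T2 and T3 lay between those at T1 and T4 for 26 factors of C2 and 111 of C3. Single steps were called for fewer factors. In C3, 13 rose from T1 to T2, 3 from T2 to T3 and 33 from T3 to T4. The median changes of these steps in C3 were 0.61, 0.78 and 0.76 on the log2 scale.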

Most TFs, however, belonged to cluster 2 (C2) and cluster 3 (C3), whose abundance changes in a linear fashion from T1 to T4, suggesting that most TFs were not highly specific or differentially regulated in any individual developmental stage. 

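C4 holds 23 factors, 21 of them tested, and 20 rose from T1 to T4 with limma. In contrast to C3, the first step was the largest: the median change was 1.11 on the log2 scale from T1 to T2, 0.17 from T2 to T3 and 0.20 from T3 to T4. The clusters were formed from these same profiles, so this difference in timing is not independent evidence. From T1 to T2, 10 factors were called higher, and from T3 to T4, 5. The NAC factor BRADI_5g10640v3 rose from 33.4 ± 19.1 normalized counts at T1 to 140.2 ± 17.4 at T2 (SD, n = 3, adjusted p = 0.03) and stood at 125 ± 31.1 at T3 and 238 ± 70.5 at T4.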

Finally, cluster 4 (C4) likely represented TFs that were involved in later development from T2 to T4.

**Figure 5:**
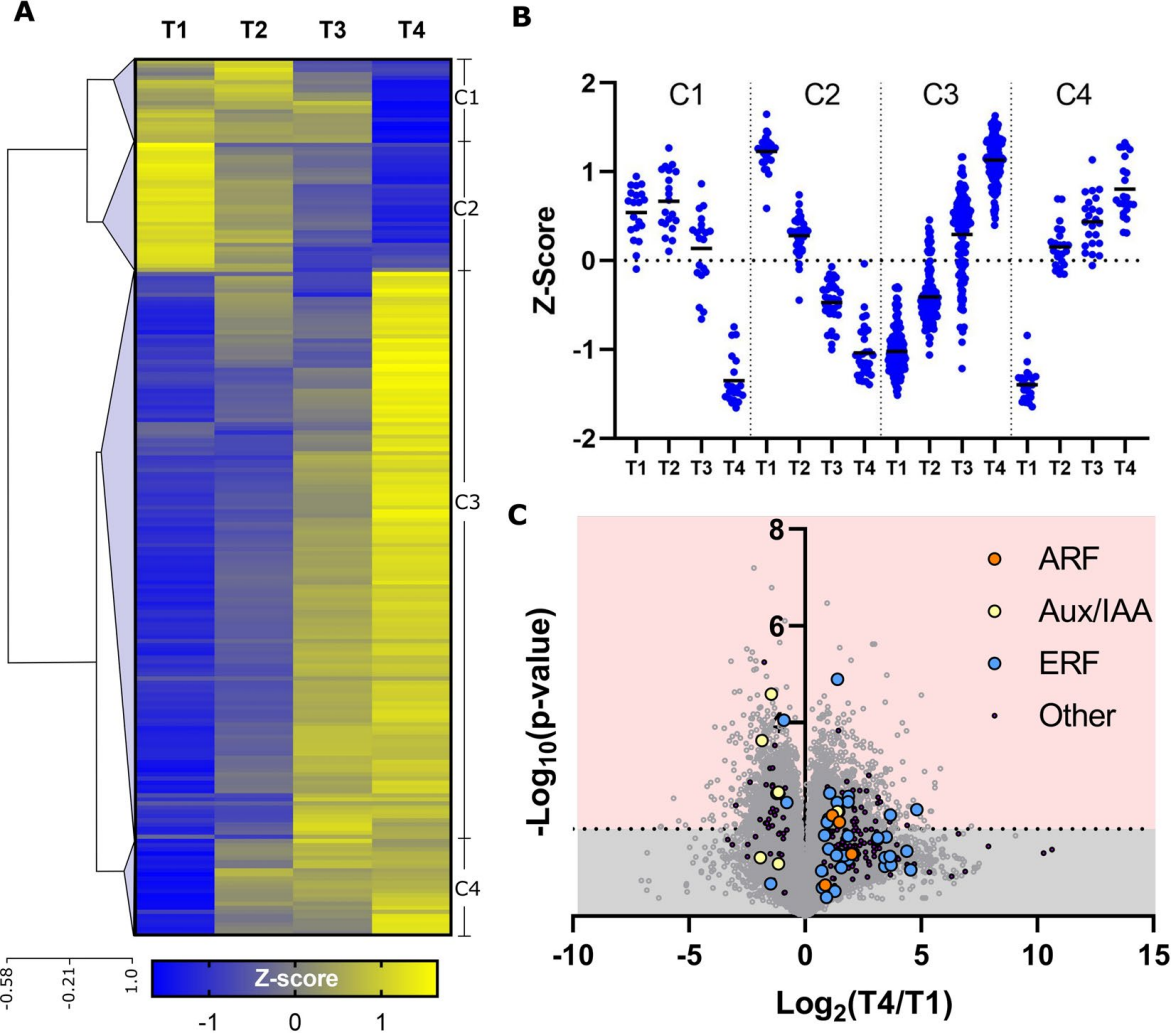
Transcription factor hierarchical clustering, cluster trends, and volcano plots. (**A**) Heatmap representation of a hierarchical clustering analysis using Z-scores for each of the 210 TFs with a high VIP score in PC1, resulting in 4 major clusters (C1-C4). (**B**) The apparent transcriptional regulation of TFs can be seen for each cluster. Solid black lines indicate the average Z-score value for all genes within each time point and cluster. (**C**) Volcano plot shows many of the 210 transcription factors (purple dots) are significantly differentially regulated from T1 to T4. Dotted line indicates the B-H adjusted p-value threshold.

### Phytohormone-related TFs are differentially regulated during rooting

Our PLS-DA identified 6 AUX/IAA or AUX/IAA-like genes, as well as 4 ARF or ARF-like genes that have a high VIP score >1 in PC1 (based on the VIP scores presented under column J in the Supplementary Table S7). Five of the six Aux/IAA TF family were identified in HCA cluster C2, suggesting a down-regulation of auxin-response IAA expression, including Bd1g14230, Bd1g09090, and Bd4g02580 which were significantly downregulated (B-H corrected p-value < 0.014). Conversely, all four members of the ARF TF family appear upregulated based on VIP score and were identified in cluster C3, including Bd4g17410 and Bd2g59480, both of which were significantly upregulated (B-H corrected p-value < 0.014).

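Most of the auxin repressors that the study picked fell. Of these 6 AUX/IAA genes, 4 were lower and 1 higher at T4 than at T1 with limma, and the same held when adjusted over the list alone. BRADI_4g02580v3 fell from 3204 ± 86.3 normalized counts to 888 ± 168 (SD, n = 3, log2 fold change -1.87, standard error 0.19, adjusted p = 6.1e-05). BRADI_1g09090v3 fell from 12552 ± 1002 to 5658 ± 1341 (log2 fold change -1.17, adjusted p = 0.0012). BRADI_1g55370v3, in C3, rose from 4420.1 ± 1434 to 11574 ± 1825 (log2 fold change 1.43, adjusted p = 0.0023). The list had adjusted p = 0.015 with the preset correlation and adjusted p = 0.29 with an estimated correlation from camera. It was chosen by the study on these samples and is not independent evidence of its direction. Among all 24 annotated AUX/IAA genes, 4 rose and 8 fell (median log2 fold change -0.09, camera adjusted p = 0.21 with the preset correlation and adjusted p = 0.64 with an estimated correlation), and with transcript abundances the median was 0.30, against 0.28 over all genes. At the paper's univariate threshold, 3 of the 6 fell and 1 rose.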

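The auxin response factors that the study picked moved the other way. Of these 4, 3 rose with limma and none fell (4 when adjusted over the list alone). BRADI_4g17410v3 rose from 3479.9 ± 322 normalized counts at T1 to 7901 ± 924 at T4 (SD, n = 3, log2 fold change 1.18, adjusted p = 8.5e-05), and BRADI_2g59480v3 from 4228 ± 444 to 11835 ± 1672 (log2 fold change 1.48, adjusted p = 0.00014). BRADI_2g50120v3 had the largest change of the 4, 1.95 on the log2 scale (adjusted p = 0.00041). These 4 were picked by the study and are not independent evidence, with adjusted p = 0.0028 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera. Of all 23 annotated ARFs, 10 rose, none fell and 13 did not pass, while 1 fell with quantile-normalized values and 1 without T1 replicate 3 (12 rose when adjusted over the list alone, median log2 fold change 0.42, adjusted p = 0.0068 with the preset correlation and adjusted p = 0.28 with an estimated correlation). BRADI_2g59480v3 was not called with transcript abundances. At the paper's univariate threshold 2 of the 4 and 4 of the 23 rose.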

We identified 35 TFs associated with ethylene signaling using PLS-DA (PC1 VIP score >1, supplemental Table S6), 33 of which belonged to the ERF or ERF-like TF families. Almost all (except 3 out of 33 ERFs) were identified in the HCA clusters C3 and C4, suggesting an increase in ERF expression during Brachypodium root growth. Almost 40% of the 33 ERFs identified in clusters C3 and C4 were significantly upregulated during root growth, (Supplemental Table S7). 

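The ethylene response factors that the study picked mostly rose, by a wide range. Of 32 tested, 26 were higher and 4 were lower at T4 than at T1 with limma (28 and 4 when adjusted over the list alone). The median log2 fold change was 1.84, and the members that rose did so by 1.66- to 30.9-fold. BRADI_3g56801v3 rose from 44.1 ± 60.7 normalized counts to 508 ± 154 (SD, n = 3, log2 fold change 4.43, adjusted p = 0.0058), BRADI_3g51610v3 from 228 ± 220.0 to 2986 ± 1546 and BRADI_2g57201v3 from 109 ± 97.7 to 1389 ± 578. Within stages, the mean of the list moved with that of 14 genes known for fast induction by wounding, touch or cold (Pearson's r = 0.93, exact permutation p = 0.0023, adjusted p = 0.0062, Spearman's rho = 0.94, exact p = 0.0023, adjusted p = 0.011, over 12 libraries and 6 relations). Without the 2 libraries farthest from the median, r was 0.90. Chosen on these samples, the list is not independent evidence, and camera gave adjusted p = 1.6e-06 with the preset correlation and adjusted p = 0.26 with an estimated correlation. Under the paper's univariate test at its threshold, 8 were higher and 3 lower, and none of the genes named here passed.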

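BRADI_1g45470v3, a RAP2 member of the ERF family, stood at 5742 ± 606 normalized counts at T1, 5614 ± 1843 at T3 and 2466 ± 366 at T4 (SD, n = 3). It fell from T1 to T4 by 1.22 on the log2 scale (standard error 0.22, adjusted p = 0.002 from limma). BRADI_5g24110v3 fell from 1122 ± 22.9 to 598 ± 35.4 (log2 fold change -0.91, adjusted p = 0.014) and BRADI_4g29010v3 from 4641 ± 139.7 to 2689.5 ± 342 (log2 fold change -0.79, adjusted p = 0.0013). For all 3 genes, every T4 library lay below every T1 library. BRADI_5g24110v3 was not called with alignment percent or low alignment as a covariate, nor BRADI_4g29010v3 with transcript abundances. As a list picked by the study, they are not independent evidence (adjusted p = 0.012 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera).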

Three notable exceptions to this trend were the RAP2 subgroup of ERFs (accessions Bd5g24110v3, Bd1g45470v3, and Bd4g29010v3), each of which were significantly downregulated in T4 compared to T1 and were found in clusters C1 and C2 (Fig. 5C). The downregulation of these characteristically hypoxia-induced RAP2 TFs^37^ is consistent with the lack of hypoxic plant growth conditions during our experiment.

### WRKY, NAC and MADS TFs are upregulated, while GRF TFs are downregulated during root growth and development

A total of 31 WRKY-like TFs were identified that had a high VIP score greater than 1 in PC1 (based on the VIP scores presented under column J in the Supplementary Table S7). All but one belonged to clusters C3 and C4 and showed a 2- to 120- fold increase, indicating an upregulation of the WRKY TF family during *B. distachyon* root development. 

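WRKY factors act in stress and defence responses, and those that the study picked almost all rose. Of these 31, 29 were higher and 1 was lower at T4 than at T1 with limma, over all genes and when adjusted over the list alone, and the median log2 fold change was 2.53. BRADI_2g42023v3 (WRKY75) was at 0 in all 3 T1 libraries and at 118 ± 77.6 normalized counts at T4 (SD, n = 3), at least 34.4-fold higher against a floor of 3 counts per library, 3.43 normalized counts on average. BRADI_2g53760v3 (WRKY33) rose from 473 ± 641 to 7432 ± 3272 (log2 fold change 5.05, standard error 1.16, adjusted p = 0.0074). BRADI_2g53510v3 rose from 279 ± 353 to 2573 ± 949 and BRADI_4g30360v3 (WRKY40) from 257 ± 147 to 4203 ± 1869. None of these 4 passed the paper's univariate threshold, and BRADI_2g53510v3 was not called with edgeR on 9 libraries. The smallest fold among those that rose was 2.30, and the median stays the same with the 2 factors at 0 in every T1 library set to their lower bounds. The T1 libraries spread widely, and within stages the mean of the list moved with that of 14 wound, touch and cold genes (Pearson's r = 0.87, exact permutation p = 0.0031, adjusted p = 0.0062, Spearman's rho = 0.84, exact p = 0.0046, adjusted p = 0.011, over 12 libraries and 6 relations, r = 0.82 without the 2 libraries farthest from the median). Chosen on these samples, the list is not independent evidence (adjusted p = 1.1e-09 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). Of all 54 annotated WRKY genes, 33 rose, 5 fell and 16 did not pass.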

Despite their importance in the VIP model, only Bd2g18530, Bd2g53520, Bd4g28280, and Bd1g09170 were significantly upregulated (B-H corrected p-value < 0.014). 

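BRADI_2g18530v3 rose from 98.8 ± 80.8 normalized counts at T1 to 622 ± 101 at T4 (SD, n = 3, log2 fold change 2.95, adjusted p = 0.0015 from limma). BRADI_2g53520v3 rose from 386 ± 223 to 1612 ± 220.4 (adjusted p = 0.003) and stood at 1663 ± 434 at T3. BRADI_4g28280v3 rose from 1896 ± 1853 to 11367 ± 2429.5 (log2 fold change 3.09, adjusted p = 0.0078). BRADI_1g09170v3, the steadiest of these genes within T1, rose from 1355 ± 128 to 3787 ± 565 (log2 fold change 1.48, adjusted p = 0.00026). Under the paper's univariate test at its threshold, 4 WRKY factors were higher and 1 was lower.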

Like WRKY TFs, the high expression levels (up to 9-fold increase) of all but 2 of the 19 detected NAC TFs of clusters C3 and C4 (with a high PC1 VIP score), indicated a NAC family-wide upregulation as the root grows from T1 to T4. 

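Of 19 NAC factors that the study picked, 17 rose and 2 fell from T1 to T4 with limma, over all genes and when adjusted over the list alone. The rises ran from 1.73- to 13.0-fold on the fitted log2 scale (up to 9.82-fold as a ratio of means), with a median log2 fold change of 1.74 over the list. BRADI_2g55780v3 had the largest rise, from 47.0 ± 43.8 normalized counts to 462 ± 235 (SD, n = 3, log2 fold change 3.70, adjusted p = 0.0091). BRADI_3g17287v3, in C1, fell 5.43-fold (adjusted p = 0.00069) but was not called with transcript abundances. Within stages, the list mean moved with the wound, touch and cold genes by Pearson's r but not by rank after adjustment (Pearson's r = 0.80, exact permutation p = 0.015, adjusted p = 0.022, Spearman's rho = 0.63, exact p = 0.083, adjusted p = 0.12, r = 0.59 without the 2 libraries farthest from the median). Chosen on these samples, the list is not independent evidence (adjusted p = 2.8e-05 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). Under the paper's univariate test at its threshold, 5 rose and none fell.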

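BRADI_2g57100v3, a NAC factor on chromosome 2, 55115169 to 55117396 of genome v3.0, rose from 2552 ± 847 normalized counts at T1 to 11857 ± 2238 at T4 (SD, n = 3, log2 fold change 2.25, standard error 0.28, adjusted p = 0.00024 from limma). BRADI_4g44000v3 rose from 222 ± 111 to 698 ± 139 and BRADI_2g03467v3 from 64.1 ± 26.1 to 209 ± 11.6, both by over 3-fold. BRADI_4g34157v3, in C4, had reached 1869 ± 380.1 at T2 from 678 ± 357 at T1 and stood at 2014 ± 379 at T4. BRADI_1g76207v3 was a low gene, at 8.32 ± 9.74 at T1 and 39.8 ± 6.83 at T4 (log2 fold change 2.96, standard error 0.87, adjusted p = 0.021). With transcript abundances BRADI_2g03467v3, BRADI_4g34157v3 and BRADI_1g76207v3 were not called. The first of them was not called without the 3 libraries of low alignment either, nor the last with alignment percent as a covariate or with edgeR on 9 libraries.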

Five of the 17 NAC TFs, including Bd2g57100, Bd1g76207, Bd2g03467, Bd4g44000, and Bd4g34157 were significantly upregulated in T4 (B-H corrected p-value < 0.014). In contrast with the WRKY, and NAC TFs, we identified 3 of the 10 known *B. distachyon* GRF TFs (Bd1g50597, Bd1g09900, and Bd4g16450), all of which were significantly 1.8- to 2.6-fold down-regulated in T4 compared to T1. 

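The 3 growth-regulating factors that the study picked, which promote cell proliferation, fell from T1 to T4, and the larger part of the difference in their means lay before T3. BRADI_1g50597v3 had 508 ± 24.3 normalized counts at T1, 260.0 ± 85.7 at T3 and 206 ± 12.8 at T4 (SD, n = 3, log2 fold change -1.30, adjusted p = 0.0014 from limma). BRADI_4g16450v3 fell from 449 ± 42.0 to 171 ± 22.2 (2.63-fold, adjusted p = 0.0008) and BRADI_1g09900v3 from 2569 ± 139 to 1421 ± 47.9 (1.81-fold, adjusted p = 0.018). Each T4 library lay below each T1 library for all 3 genes. Chosen on these samples, the list is not independent evidence (adjusted p = 0.01 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). Transcript abundances left 1 of the 3 past the threshold.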

Overall, we showed that the abundance of most TFs within a TF family changed in a similar family-wide manner over time.

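Of the 210 factors in Table S7, 207 were tested, and 148 rose and 47 fell from T1 to T4 with limma (153 and 48 when adjusted over the list alone). Among the picked members, directions were shared within the ARF, WRKY, NAC and GRF families apart from 1 WRKY and 2 NAC factors that fell, and divided in the AUX/IAA and ERF families. MADS-box factors, with 6 tested, all rose. Of 10 DREB/CBF factors, 7 rose and none fell (7 and 1 when adjusted over the list alone), led by BRADI_1g49570v3 and BRADI_1g49560v3, at 23.1- and 22.9-fold. Under the paper's univariate test at its threshold, 0 of the 6 MADS-box and 1 of the 10 DREB/CBF factors passed (5 of each list at an unadjusted p under 0.05). The study picked all these lists in the same libraries, so they are not independent evidence. For WRKY and NAC factors, the paper reasons from members with a high VIP score, their place in C3 and C4 and their fold increases to a rise of the family.

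**Figure D2:**
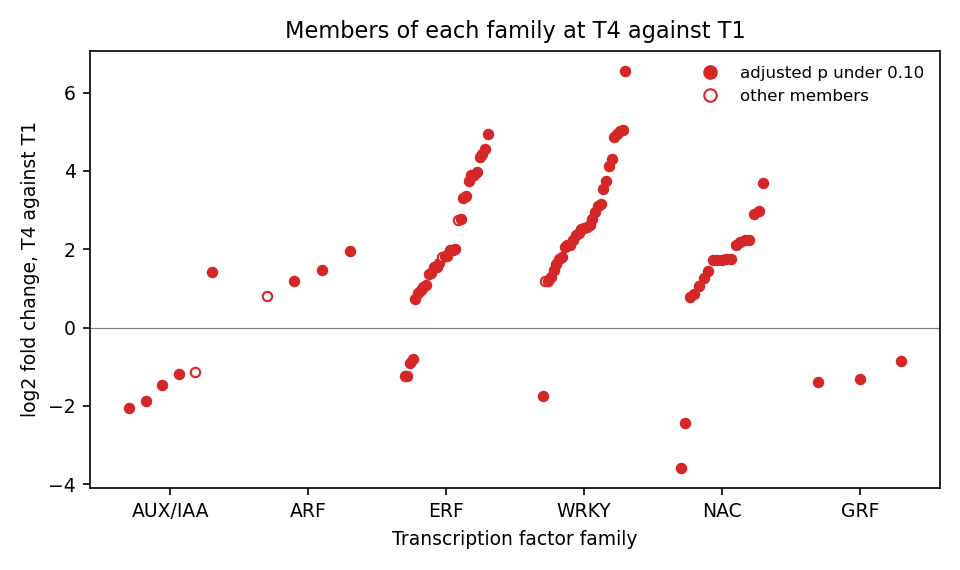
Log2 fold change of T4 against T1 (vertical axis) for 6 transcription factor families (horizontal axis), ordered by value within the family. Only the tested members that the study picked in these libraries are shown. Filled points passed an adjusted p under 0.10 and open points did not: 29 of 31 WRKY factors are filled and above 0, and all 3 GRFs lie below 0.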

### Promoter analysis identifies over-represented DNA elements in each cluster of identified TFs

We also analyzed 1000 bp from the promoter regions of each of the genes in each TF cluster (C1-C4, Fig. 5A) using Multiple Expectation Maximization for Motif Elicitation (MEME) program to identify strongly enriched growth stage-specific *cis*-regulatory DNA elements during rooting^38^. We found over-representation of total ten certain short DNA sequences in member gene promoter sequences in all clusters (Table 1). Four clusters had at least one significantly over-represented DNA element (E-value < 0.05). This may provide insight into the transcriptional circuitry^26^ that mediates the regulation of the gene clusters during plant development and rooting process. Using GOMo (Gene Onthology for Motifs) tool, we screened all promoters in each cluster to determine if any motif is significantly associated with genes linked to one or more GO terms^39^. Our results showed between one (the lowest) and 33 (the highest) GO term predictions for a given motif (Table 1 and Supplementary Fig. S8). To further study the possible biological roles of the motifs, we searched the degenerate consensus sequences of the significantly enriched elements identified by MEME against PLACE, a Database of Plant Cis-acting Regulatory DNA Elements. Consequently, seven out of the ten tested motifs revealed to have a similar signal sequence present in the PLACE database, suggesting possible roles of these already known motifs in Brachypodium rooting (Table 1). Enrichment of previously uncharacterized motifs including TCYCTCCCTYCC (cluster 3), WGCTAGCTAGCT (cluster 3), and TTCTKCYYCTCY (cluster 4), suggests that novel promoter elements may function in regulating Brachypodium root growth and development in a time-dependent manner.

**Table 1:** Promoter motif analysis of TFs belonging to different HCA clusters.

Cluster (n)	MEME Analysis		GOMo Analysis						PLACE Analysis		
	Logo	Sites	E-value	GP	GO:	GO #	GO Name	q-value	Factor name	Sig. Seq.	Site #
**Cluster 1**											
1 (18)		18	2E-05	11	BP	0045449	Regulation of Transcription	2E-03	NODCON2GM	CTCTT	S000462
					BP	0048364	Root Development	8E-03	OSE2ROOTNODULE	CTCTT	S000468
					BP	0016123	Xanthophyll Biosynthetic Process	1E-03			
		18	6E-05	1	MF	0003700	Transcription Factor Activity	1E-03	ANAERO1CONSENSUS	(-) AAACAAA	S000477
**Cluster 2**											
2 (29)		20	3E-02	1	MF	0003700	Transcription Factor Activity	1E-03	ANAERO1CONSENSUS	AGCAGC	S000478
**Cluster 3**											
3 (124)		92	6E-28	12	BP	0006355	Regulation of Transcription, DNA	2E-02	MARTBOX	TTWWTTWTT	S000067
					BP	0007623	Circadian Rhythm	6E-04			
					BP	0009753	Response to Jasmonic Acid	2E-03			
		124	1E-18	33	BP	0006355	Regulation of Transcription, DNA	8E-05	DOFCOREZM	AAAG	S000265
					BP	0007169	TMR Tyrosine Kinase signaling	8E-05			
					BP	0006468	Protein Amino Acid Phosphorylation	8E-05			
		76	4E-10	27	BP	0006355	Regulation of Transcription, DNA	1E-04	NA		
					BP	0010158	Abaxial Cell Fate Specification	6E-03			
					BP	0009744	Response to Sucros Stimulus	1E-02			
		25	2E-07	2	MF	0003700	Transcription Factor Activity	1E-03	NA		
					CC	0012505	Endomembrane System	3E-02			
		44	3E-02	9	BP	0006355	Regulation of Transcription, DNA	3E-02	SORLREP3AT	(-) TGTATATAT	S000488
					BP	0005975	Carbohydrate Metabolic Process	1E-02			
					BP	0009733	Response to Auxin Stimulus	2E-04			
**Cluster 4**											
4 (21)		21	3E-04	33	BP	0006355	Regulation of Transcription, DNA	7E-05	CTRMCAMV35S	TCTCTCTCT	S000460
					BP	0007623	Circadian Rhythm	7E-05			
					BP	0009744	Response to Sucrose Stimulus	3E-03			
		21	4E-02	9	BP	0007169	TMR Kinase Signaling	2E-02	NA		
					MF	0003700	Transcription Factor Activity	8E-03			
					MF	0004674	Protein Serine/Threonine Kinase	1E-02			

TMR, Tyrosine Membrane Receptor; GP, # of GO terms Predicted by GOMo; n, number of contributing promoters; Sig. Seq., Signal Sequence; MF, Molecular Function; BP, Biological Process; CC, Cellular Component.

### Expression of expansins and peroxidases decrease during later stages of rooting

In addition to TFs, gene ontology enrichment analysis of genes with a high VIP score revealed a possible role for genes involved in the biological process “plant cell wall organization” (GO: 0009664) during Brachypodium root growth and development (Fig. 4A). 

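Expansins loosen plant cell walls and let cells elongate. Of 12 expansins listed under cell wall organization in Table S6, all 12 fell from T1 to T4 with limma, by 2.89- to 8.65-fold and with a median log2 fold change of -2.07. BRADI_2g08760v3 fell from 297 ± 12.4 normalized counts to 35.2 ± 14.6 (SD, n = 3, log2 fold change -3.11, standard error 0.35, adjusted p = 0.00011). BRADI_2g31760v3 fell from 997 ± 18.3 to 136 ± 72.4 and BRADI_1g51990v3 from 462 ± 11.1 to 80.6 ± 12.6. The list was chosen on these samples and is not independent evidence (adjusted p = 7.8e-09 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). Among all 29 annotated expansins tested, 22 fell and none rose (23 when adjusted over the list alone, adjusted p = 1.4e-09 with the preset correlation and adjusted p = 0.26 with an estimated correlation). At the paper's univariate threshold, 9 of the 12 and 14 of the 29 fell.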

Among the 42 genes within this category, we identified 12 putative expansins, 9 of which significantly decreased in abundance during root growth from T1 to T4 (supplemental Table S6). The expansin protein family is associated with the loosening of plant cell walls to facilitate cell expansion in the root elongation zone, as well as the initiation of root hairs^40–42^. Our data suggests that cell wall loosening is possibly less frequent as the root develops in Brachypodium. This interpretation stems from observations that expansins are highly expressed in the elongation zone near the root tip^43^, a region that is less represented in our whole-root study at later timepoints as root size increased (Fig. 1). In addition to expansins, the remaining 30 genes associated with the GO term “plant cell wall organization” were exclusively peroxidases. With few exceptions, these peroxidases exhibited similar trend of down-regulation during later root development, with 15 of 30 being significantly downregulated in T4 compared to T1, suggesting a decrease in hydrogen peroxide generation and potentially a lower demand for lignin formation and cell wall rigidification^44,45^.

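Class III peroxidases use hydrogen peroxide to cross-link or loosen wall polymers. Of the 30 in this group, 24 fell and 4 rose from T1 to T4 with limma (24 and 5 when adjusted over the list alone). BRADI_2g11300v3 fell from 148 ± 11.2 normalized counts to 9.16 ± 8.04 (SD, n = 3, log2 fold change -4.63, standard error 0.85, adjusted p = 0.0021). With transcript abundances its change was -1.01 on the log2 scale and it was not called. BRADI_3g10470v3 fell from 509 ± 60.2 to 55.6 ± 23.8 and BRADI_1g19980v3 from 445 ± 66.7 to 61.7 ± 35.0. The list was chosen on these samples and is not independent evidence (adjusted p = 7.8e-09 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). Of all 115 annotated class III peroxidases, 68 fell and 19 rose. BRADI_1g68927v3 was the largest exception, at 37.7 ± 64.0 at T1 and 444 ± 95.7 at T4 (log2 fold change 6.06, adjusted p = 0.011). Its T1 libraries spread widely, the means alone give 3.52 on the log2 scale, and over the alternatives the value ran from 2.88 to 8.12. It was not called with transcript abundances or with edgeR and DESeq2 on 9 libraries. With the paper's univariate test at its threshold, 15 of the 30 fell and 1 rose, and with transcript abundances 13 fell.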

### Jasmonate signaling is repressed during root growth and development

Gene ontology enrichment showed a significant 4.4-fold enrichment of genes with the biological process “regulation of jasmonic acid mediated signaling” (GO: 2000022). 

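Of 15 tested genes of the term regulation of jasmonic acid mediated signaling, 9 had a VIP score above 1, a 3.02-fold enrichment (adjusted p = 0.02 from a one-sided Fisher's exact test). With the genes called from T1 to T4 as the set, the fold was 1.47 (adjusted p = 0.81).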

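TIFY proteins repress jasmonate signaling. All 9 TIFY genes of this group rose from T1 to T4 with limma, by 3.32- to 12.7-fold and with a median log2 fold change of 2.78. BRADI_1g21490v3 rose from 2153 ± 111 normalized counts at T1, with 3654 ± 284 at T2 and 4334 ± 722 at T3, to 8250.4 ± 903 at T4 (SD, n = 3, log2 fold change 1.93, adjusted p = 1.1e-05). BRADI_4g31240v3 rose from 140.1 ± 46.1 to 832 ± 149.5 (adjusted p = 0.0002) and BRADI_5g08650v3 from 496 ± 381 to 5527 ± 2377 (adjusted p = 0.0034). BRADI_1g72590v3 rose from 4893 ± 2952 to 21008 ± 4973 (adjusted p = 0.0024), but its transcript abundance gave a log2 fold change of -0.88 that did not pass. Within stages, the mean of the 9 genes moved with that of the 14 wound, touch and cold genes (Pearson's r = 0.91, exact permutation p = 0.0031, adjusted p = 0.0062, Spearman's rho = 0.93, exact p = 0.0054, adjusted p = 0.011, over 12 libraries and 6 relations, r = 0.89 without the 2 libraries farthest from the median). The list was chosen on these samples and is not independent evidence (adjusted p = 9e-06 with the preset correlation and adjusted p = 0.26 with an estimated correlation from camera). With the paper's univariate test at its threshold, 3 of the 9 rose.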

All 9 genes in this enriched group were found as members of the TIFY or TIFY-like gene family, including Bd1g21490v3, Bd4g31240v3, and Bd1g72590v3, each of which were significantly upregulated in T4 compared to T1. The TIFY family are repressors of the JA signaling pathway involved in root growth^46,47^, and their overexpression has been linked to increased shoot and root growth, as well as a decreased time to the heading stage (just before flowering) in rice^48^. Our data suggests that JA-mediated growth repression is decreased by upregulation of TIFY domain containing genes during root growth as Brachypodium plants develop and enter reproductive growth stages.

### Trehalose metabolism changes at transcript levels in roots during plant development

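Trehalose biosynthesis had 14 tested genes, and 10 of them had a VIP score above 1 (3.60-fold, adjusted p = 0.0021 from a one-sided Fisher's exact test). With the genes called from T1 to T4 as the set, the fold was 1.57 (adjusted p = 0.66). The term did not pass either without T1 replicate 3 (2.67-fold, adjusted p = 0.12) or without the 3 libraries of low alignment (2.63-fold, adjusted p = 0.14).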

Our enrichment analysis of genes with a high PC1 VIP score identified a significant 4-fold enrichment of genes associated with trehalose metabolism. These 10 genes consisted of 6 trehalose phosphate synthases (TPSs) and 4 trehalose phosphate phosphatases (TPPs). Both genes function in the trehalose biosynthesis pathway by two sequential steps using trehalose-6-phosphate as an intermediate^49,50^. Our data showed a significant increase in expression of the TPSs Bd4g41580 and Bd1g69420 in T4 compared to T1, suggesting altered root trehalose metabolism during Brachypodium developmental stages, possibly as a signaling pathway triggering root growth responses^51^.

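The 10 trehalose genes did not share one direction. From T1 to T4, 6 rose and 2 fell with limma (7 and 2 when adjusted over the list alone). BRADI_4g41580v3 rose from 691 ± 120.0 normalized counts to 1294 ± 101 (SD, n = 3, log2 fold change 0.92, adjusted p = 0.0013), and BRADI_1g69420v3 from 1328 ± 357 to 2737 ± 365 (log2 fold change 1.07, adjusted p = 0.0018). The phosphatases BRADI_4g29030v3 and BRADI_1g60950v3 rose more, 5.18- and 4.76-fold. The phosphatase BRADI_3g58960v3 fell from 2262 ± 453 to 894 ± 271 (adjusted p = 0.00092) and the synthase BRADI_3g35820v3 from 2889.7 ± 412 to 1124 ± 647 (adjusted p = 0.037). As a list picked by the study, the genes are not independent evidence (adjusted p = 0.18 with the preset correlation and adjusted p = 0.51 with an estimated correlation from camera). At the paper's univariate threshold 2 rose and none fell, and without the 3 libraries of low alignment 4 rose and 1 fell. Of the 6 genes named, only BRADI_4g29030v3 and BRADI_3g35820v3 were called with transcript abundances. BRADI_1g60950v3 was not called with alignment percent as a covariate, and BRADI_3g35820v3 was not called with either alignment covariate, without the 3 libraries of low alignment or without T4 replicate 3.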

## Discussion

Despite the critical roles of root system during plant life cycle, our understanding of the temporal increase in size and mass of whole RSA at the molecular level is fragmentary. Understanding the underlying biological principles guiding root growth and proliferation requires knowledge of transcriptional changes during plant developmental stages^52^. The study of mutant phenotypes has proven to be a useful tool in the study of root systems, although the clear majority of such experiments have focused on a single growth stage and rooting zones (e.g. region of cell division or elongation zone), or the mutant root’s capacity to respond to abiotic stresses (like water deficiency and soil salinity), and to exogenous hormone or sugar treatments. Although these studies have provided noticeable and valuable information about root structure and physiology, little is known about the genetic regulation of global root architecture under non-stressed conditions, and solely in response to time-dependent internal growth stimuli. In this study, we generated comprehensive transcript profiles during early four developmental stages of the model grass Brachypodium. Each time point was chosen to capture specific root phenotypes of RSA, as well as the transition from predominantly vegetative growth to reproductive growth. To identify genes that are likely involved in root growth we employed multivariate analyses like PLS-DA and HCA, hypergeometric gene ontology enrichment tests, as well as univariate t-tests focused on differences between T1 and T4. Consequently, a large number of TFs were significantly enriched among the identified genes with a high VIP score in PC1, many of which were significantly differentially regulated during root growth.

With the advent of high-throughput omics technologies, several studies of TFs identification and characterization have been conducted in Arabidopsis^53,54^ and rice^55^. However, much less information is available for Brachypodium. Besides, our knowledge of the TF dynamics controlling the entire root proliferation and growth during crop life cycle remains poor and fragmentary. Analysis of our dataset revealed wide trends in differential regulation within TF families, including AUX/IAAs, ARFs, and ERFs, suggesting an important role of auxin and ethylene regulatory networks in driving root growth in Brachypodium. Specifically, at later growth stages (T4) we observed a predominant down-regulation of AUX/IAA TFs concurrent with an up-regulation of both ARF and ERF TFs as compared to T1 (Fig. 6). 

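Averaged over the 6 AUX/IAA genes that the study picked, of 24 annotated, Z-scores were 0.89 ± 0.09 at T1 and -0.58 ± 0.20 at T4 (SD over 3 libraries). The 4 picked ARFs, of 23 annotated, went from -0.83 ± 0.11 to 1.31 ± 0.57. The 33 picked ERFs went from -0.69 ± 0.16 to 0.80 ± 0.47. At T3, these ARFs stood at -0.09 ± 0.47 and these ERFs at 0.24 ± 0.37. The larger part of the change in the mean of the 4 ARFs thus came after late tillering. The 12 picked expansins moved from 1.24 ± 0.04 at T1 to -1.07 ± 0.16 at T4. All these genes were picked in the same libraries, so their averages are not independent evidence and do not describe whole families.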

The AUX/IAA TFs have been shown to function as transcriptional repressors of auxin responsive genes, while the opposite is true for ARF TFs^56^. The role of auxin in primary root length, lateral root formation and elongation has been documented^57–61^. This supports our finding on activation of auxin gene expression machinery in growing Brachypodium RSA, reflected by the phenotyping observations in T1-T4 (Figs. 1 and 2). Additional gene functional and biochemical studies are required to further understand the phase-dependent auxin (IAA) accumulation (spatial localization) and regulation and its interplay with other key root growth factors including expansins. It is documented that the primary transcriptomic effect associated with elevated auxin levels in root cells is changes in regulation of expansins^62^, which is coincident with our data (see above).

**Figure 6:**
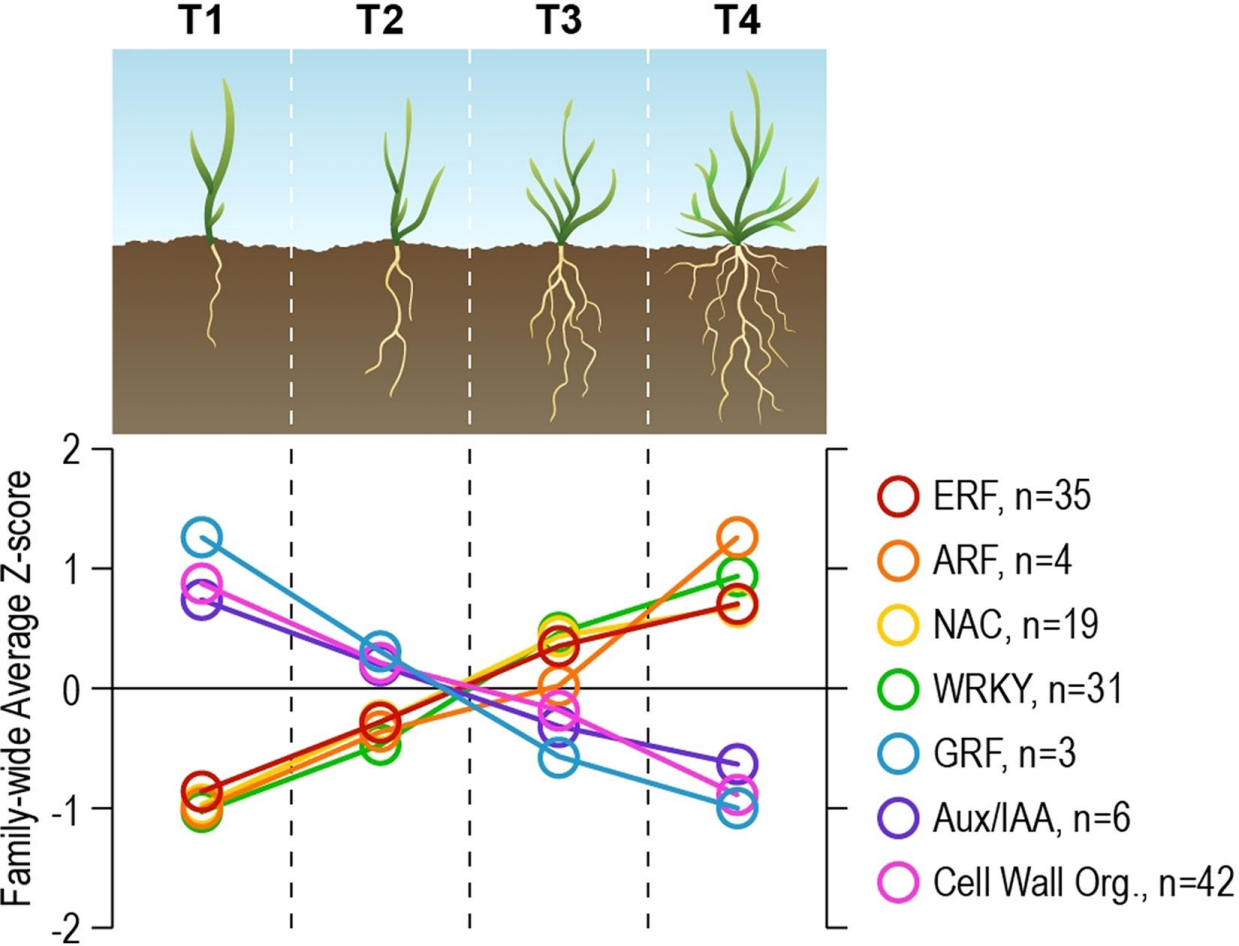
Family-wide trends in gene expression during Brachypodium growth. Each circle represents the average Z-score calculated using Z-scores of all TFs within a given family at that timepoint (or biological process, in the case of Cell Wall Organization). The number of genes contributing to each average Z-score is shown on the right. Org, Organization. (T1): leaf development stage, (T2): early-tillering stage, (T3): late-tillering stage, and (T4): booting/heading stage.

Plants control lateral root formation through multiple auxin-signaling modules^63^, which are known as pairs of strongly interacting Aux/IAA and ARF that regulate a subset of auxin response genes^64^. The *A. thaliana* genome encodes 29 AUX/IAAs and 23 ARFs^65–67^, and the *B. distachyon* genome encodes 25 AUX/IAAs and 24 ARFs^2^. This results in an extensive number of theoretically possible AUX/IAA and ARF combinations. Experimental analyses suggest preferential interactions between a subset of these Aux/IAA and ARF proteins in the process of lateral root development in Arabidopsis (e.g. IAA28-ARF5,6,7,8,19 or IAA14-ARF7,19 modules)^68^. However, the root branching and patterning of lateral roots are unique in monocots and our current knowledge on this issue is very limited and fragmentary^69,70^. In this work, we identified few ARF and IAA genes, suggesting several possible auxin-signaling modules (pairs) consisting of ARF4, ARF23 and IAA12, IAA13, IAA24, IAA31 (see the Supplemental Table S6, the 75 TFs sheet) with potential roles in root branching in T4 in Brachypodium.

The increase in auxin response typically causes an increase in the gaseous phytohormone ethylene response, as illustrated by many works describing the two closely connected pathways^71–74^. In this work, we observed a transcriptional increase in almost all detected ethylene response factors (ERFs) during root growth. Increased synthesis or signaling of ethylene has been shown to have an inhibitory effect on root branching in Arabidopsis because ethylene-insensitive mutants form more lateral roots^75,76^. Nevertheless, there is only limited knowledge about the role of this phytohormone during the formation of lateral roots in monocots. 

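BRADI_1g63780v3, an ETHYLENE INSENSITIVE 3-like factor on chromosome 1, 63205599 to 63209737 of genome v3.0, rose from 5023 ± 698 normalized counts at T1 and 5397 ± 546 at T2 to 7714 ± 1628 at T3 and 10144 ± 1341 at T4 (SD, n = 3). The log2 fold change from T1 to T4 was 1.01 (standard error 0.17, adjusted p = 0.0013 from limma), with every T4 library above every T1 library.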

The significant induction of several ERFs and one ETHYLENE-INSENSITIVE 3 (EIN3) transcription factor (Bd1g63780v3) (a key TF promoting ethylene regulated gene expression) during T4 when more branched roots are formed (Fig. 1D), might indicate a positive role for this pathway in root branching in Brachypodium, as opposed to what has been suggested in Arabidopsis.

Our dataset revealed a significant upregulation of four WRKY TFs from T1 to T4. The bulk of WRKY TF experiments have focused on Arabidopsis and were shown to be involved in various stress responses^77,78^. In addition to stress, however, it was shown that the Arabidopsis TF *WRKY76* is involved in root development and phosphate acquisition^79^, while overexpression of *WRKY46* led to enhanced lateral root development^80^. Furthermore, the Arabidopsis *AtWRKY53* overexpression caused accelerated flowering^81^, suggesting a possible role of Brachypodium WRKY TFs in moving into reproductive stages at T4. Recent work in roots of *B. distachyon* seedlings demonstrated that multiple WRKY TF transcripts were present in the root and activated by application of the synthetic cytokinin 6-benzylaminopurine^82^. The trend of WRKY TFs upregulation from T1 to T4 indicated that this family of TFs could play a positive role in accelerating root growth, and further suggested their possible involvements in lateral root formation.

Similar to the WRKY family of TFs, we observed a family-wide upregulation of NAC TFs in T4 compared to T1. The NAC (NAM, ATAF1/2 and CUC2) proteins comprise a very large family of plant-specific TFs involved in multiple developmental processes^18^ including lateral root development^19,20^ and hormone signaling^19–22^. As with many TF families, NAC gene expression is altered by stress. However, transcriptome profiling of soybean^83^ and poplar^84^ revealed that NAC genes are predominantly expressed in root tissue and under non-stressed conditions, suggesting their possible role in global regulation of root development by interacting with internal growth factors. It was recently shown that TaRNAC1, a predominantly root-expressed NAC transcription factor from wheat, is not only involved in root length and biomass increase, but its overexpression can also lead to decreased time to shoot heading stage, and increase grain yield^85^. The Brachypodium NACs identified under this study may function similar to their wheat orthologs in the regulation of root growth, biomass production, and the timing of reproductive processes.

The GROWTH-REGULATING FACTOR1 (GRF) TF family was first identified in rice, and constitutes a small TF family of 12 genes in *B. distachyon*^86^. Our data identified 3 GRFs, all of which were significantly reduced at T4 compared to T1. The GRF TFs interact with GRF-interacting proteins (GIFs) and regulate gene expression in multiple tissues^87^. In rice, members of the GRF family are expressed mainly in actively growing organs but less induced in mature tissues^88^. The trend of high GRFs expression in young tissues that decreases during maturation is observed in other plant systems^86^. Overexpression of OsGRF1 in *Arabidopsis* resulted in delayed flowering times, indicating a role in the negative regulation of flowering^89^. Similarly, accelerated heading stage was correlated with a decrease in OsGRF1 expression in an *rhd1* mutant of rice^90^. Interestingly, however, RNAi mediated down-regulation of rice OsGRF1 displayed delayed growth and development, including delayed timing to the heading phase^90^. Our results propose a possible role of Brachypodium GRFs in root growth, and timing of the heading stage.

As described above, we showed a time-dependent induction of several TF families not only correlating with the root growth but also with the plant transition to reproductive growth stages (T4) in Brachypodium. As plant passes through the various developmental phases of its life cycle and continues to develop new organs, a number of morphological traits including size and shape of roots change in accordance with the developmental stage. As a result, different parts of a plant may exist in different growth stages and play role in phase transition^91^. Moreover, the developmental pathways leading to heading/flowering are regulated at numerous control points in different plant organs including roots in various plant species^92^, resulting in a diversity of timings to switch into reproductive phases. Both root and shoot organs need to meet the supply of the whole plant; this makes them dependent on each other functioning as an integrated system. This integration has been reported to be maintained throughout transition to the reproductive phase, by showing that the growth rate of both vegetative organs were equally affected by the withdrawal of resources to the emerging reproductive compartment^93^. This may explain the reason of the enrichment of several previously identified shoot-related vegetative-to-reproductive TFs in root system under this work. Following up on these observations with gene functional analysis, phenotypic screening of both above-and below-ground parts, and comparisons across Brachypodium genetic diversity will be an important future goal to develop a better understanding of TF-dependent root growth and developmental phase transition in grasses.

The growing number of genome sequences for numerous important plant species greatly facilitate promote the characterization of promoters and identification of novel motifs. The integrated genomics and to genome-wide transcriptomic analysis is a very efficient approach for prediction of *cis*-regulatory elements with various functionality^94^. This strategy have been employed in identifying several putative *cis*-elements within promoters from sucrose transporter genes and cold- and dehydration-responsive genes from Arabidopsis, rice, and soybean^95,96^. Similarly, large-scale prediction of numerous *cis*-acting elements involved in plant hormones^97^, calcium^98^, and biotic and abiotic stress responses were performed in Arabidopsis through global analysis of gene expression^99,100^. However, limited information available regarding root specific promoters^101,102^ and root-associated regulatory elements^103^ with the exception of a few well-known root specific motifs like ROOTMOTIFTAPOX1 element found in promoters of *rolD*^104^. In this study, the genome-wide analyses using available Brachypodium genome sequence and our time-dependent transcriptomic data revealed several putative *cis*-elements within promoters of the genes encoding TFs associated with root growth during plant developmental stages. Interestingly, one of the enriched motifs identified under cluster 1 (C1) of TFs (Fig. 5A,B), CYTCCTCYTCCC (all 18 promoter sequences in the cluster contributed to the construction of this motif), was associated with the Biological Function GO term root development (GO:0048364), and showed similarity to the ‘CTCTT’ signal sequence of OSE2ROOTNODULE as one of the few characterized root-specific motifs available in PLACE database^105^ (Table 1). Therefore, we suggest the 12 bp motif ‘CYTCCTCYTCCC’ as a potential candidate root regulatory element in Brachypodium with possible roles in activating and deactivating TFs likely involved in early developmental stages (Fig. 6), for further studies and validations. In order to prove the functional roles of the predicted *cis*-elements in this study, the presented short sequences need to be subjected to experimental verifications including loss-of function experiments by introducing point mutations into the target promoters (including the use of CRISPR technology^106^), and gain-of-function experiments by designing and constructing synthetic promoters^107,108^.

Roots are also major metabolic sinks for carbon acquired in terrestrial net primary productivity. The relative amount of biomass present in growing RSA is not fixed but may vary over time during plant development^109^. Carbon to nitrogen ratio in plant tissues during various developmental stages can actively adapt to the growth conditions and is a key parameter for estimating plant biomass allocation (Fig. 2B, Supplementary Table S1). Since we screened gene profiles of the whole-root system during time, the identified TFs and transcripts at later developmental stages (with increasing trend from T1 to T4) could be nominated as candidate Brachypodium root biomass-promoting genes. In addition to TFs, our whole root transcriptome analysis revealed genes that regulating below-ground carbohydrate metabolism with possible function in root biomass production. In particular, we observed that trehalose biosynthesis genes, TPSs, were differentially regulated during root growth. The trehalose biosynthetic pathway consists of two sequential enzymatic steps, wherein the metabolite intermediate trehalose-6-phosphate (T6P) is first formed by TPSs^49^, and then consumed by TPPs to generate trehalose^50^. The intermediate T6P (as a signal metabolite) is known to be an important signal in determining carbon utilization^110,111^, mainly by regulating sucrose consumption in developing sink organs including roots^112^. Our results suggest that differential regulation of trehalose biosynthesis genes and therefore possible altered T6P levels could play a role in root growth and biomass accumulation in Brachypodium. Although many biological processes including the whole-plant metabolism are affected by plant aging (without being directly involved in growth and development), the outcomes of this study provide a comprehensive platform for potential root developmental gene and promoter targets which can be employed by the genome editing and genetic engineering approaches for functional analyses and eventually for improving root growth parameters and biomass productivity in grasses in future works.

## Methods

### Plant growth conditions, root phenotyping and sampling

*Brachypodium distachyon* Bd21 was cultivated in growth chambers (Percival Scientific, Inc) in 9 cm size pots containing commercial soil (Sun Gro Horticulture, Metro-Mix 360 growth mix) under 16 h /8 h light-dark regime. Growth chamber settings included a light intensity of 250 µmol m^−2^ s^−1^, temperature of 24 °C day/18 °C night, and relative humidity of 60%. Plants were supplied with 50 ml water per pot^113^ every four days during the entire experimental period. Root phenotypic changes were assessed at 18 (T1), 25 (T2), 32 (T3), and 36 (T4) days post sowing (DPS). In each sampling-time point the entire root system was gently and quickly soaked and washed with water^7^, imaged, excised from the stem, flash frozen in liquid nitrogen, and stored at -80 °C for further analysis.

### Carbon and nitrogen measurement

The relative content of total carbon and total nitrogen (C/N ratio) was measured as described^114^ using freeze-dried, powdered samples by a VarioEL Cube Elemental Analyzer (Elementar Analysensysteme GmbH, Langenselbold, Germany). Statistical analysis was performed using a Kurskal-Wallis ANOVA, followed by pairwise Dunn’s tests^115^.

### RNA isolation and library construction

Liquid nitrogen, mortar and pestle were used to homogenize frozen root tissue. Approximately 100 mg of the resulting root homogenate from each sample was then subjected to RNA isolation using GeneJET Plant RNA Purification Kit (ThermoFisher Scientific, Cat# K0801) according to manufacturer’s protocols. All further processing was performed by the genomics core facility at Washington State University in Spokane, Washington according to Ingiosi *et al*. 2019 with minor modifications^116^. Total RNA integrity was assessed using Fragment Analyzer (Advanced Analytical Technologies, Ankeny, IA) with the High Sensitivity RNA Analysis Kit using manufacturer’s protocol. RNA samples without degradation were used for library preparation using the TruSeq Stranded RNA Library Prep Kit (Illumina, San Diego, CA). RNA Library size was assessed by Fragment Analyzer with the High Sensitivity NGS Fragment Analysis Kit, and library concentration was determined by StepOnePlus Real-Time PCR System (ThermoFisher Scientific, San Jose, CA) with the KAPA Library Quantification Kit (Kapabiosystems, Wilmington, MA) according to manufacturer’s protocols. Libraries were then diluted to 2 nM with RSB (10 mM Tris-HCl, pH8.5), denatured with 0.1 N NaOH, and eighteen pM was clustered in a flow cell using HiSeq Cluster Kit v4 on a cBot (Illumina), and loaded onto a HiSeq. 2500 (HiSeq SBS Kit v4, Illumina) according to manufacturer’s protocol. Paired-end sequencing was performed with a read length of 50 bp. Resulting BCL files were then converted to FASTQ files using bcl2fastq2.17.1.14. The adapters were trimmed from the FASTQ files during the conversion.

### Data quality control, alignment, and normalization

Trimmomatic (v0.38)^117^ was used to remove reads with a quality score less than 28 while maintaining a minimum read length of 34 bases. The effectiveness of this procedure was evaluated with FastQC^118^. Paired-end reads were then aligned using Hisat2 (v2.1.0)^119,120^ with an index created from the *Brachypodium distachyon* genome (v3.0) retrieved from EnsemblPlants^121^. The resulting alignment files were converted to the proper format with Samtools (v1.9)^122^ followed by transcript assembly and table count generation using StringTie (v1.3.5)^120^. Gene-level read counts were extracted using the Python script provided in the StringTie package (prepDE.py) and DESeq. 2^29^ normalized. We then pre-filtered and removed genes with very low read counts totaling <240 across all samples (DESeq. 2 rowSums function).

### qRT-PCR

qRT-PCR experiments were performed by the genomics core facility at Washington State University in Spokane, Washington. Total RNA was collected from the same plants used for RNA seq experiments in biological triplicate (n = 3) and subjected to reverse transcription according to the High Capacity cDNA Reverse Transcription Kit (ThermoFisher) (For T1, we pooled two biological samples to increase the mass of the starting material for RNA extraction.) Quantitative PCR was conducted in a 96-well plate format (Applied Biosystems) on StepOnePlus Real-Time PCR system using Power SYBR Green PCR Master Mix and twenty nanograms of cDNA for each sample. Ten microliter reactions were set-up and performed as outlined by the manufacturer (Applied Biosystems). Relative quantities (RQ) for transcripts were calculated using the 2^−ΔCT^ method, where ΔCt is the difference between the Ct of a target gene and the Ct of the endogenous control. In all cases, the endogenous control used was BRADI_3g14040v3^123^. The StepOne Software v2.3 (Applied Biosystems) was used to determine amplification cycle thresholds, and all samples were run in triplicate. Primers used in this study can be found in supplemental Table S9.

### Promoter analysis

The 1,000 bp genomic sequences upstream of each TF in clusters C1-C4 were analyzed by the Multiple Em for Motif Elicitation (MEME)^38^. Motif discovery was performed in classic mode with zero or one occurrence per sequence, searching for 5 motifs per cluster. Motif widths were restricted to between 8 and 12 bp long, and the search was performed only on the given strand. All other search parameters were left as default settings. Motifs discovered in this fashion were imported into the Gene Ontology for Motifs (GOMo) v 5.0.5^39^. Identified motifs were further scanned for the presence of putative *cis*- regulatory elements identical with or similar to the motifs registered in PLACE, a database of plant *cis* -acting regulatory DNA elements^23^.

### Statistical and enrichment analyses

For Partial Least Squares Discriminant Analysis (PLS-DA) the data were variance stabilized^29,124^ . Genes with a variable of importance in projection (VIP) score >1.0 in the first principal component (PC1) of the PLS-DA were chosen for further analysis^125,126^. Further, differentially expressed genes (DEGs) were identified between T1 and T4 samples using a t-test and considered significant if their Benjamini-Hochberg^127^ (B-H) corrected p-values were <0.0145 with a 10% false discovery rate. Enrichment analysis was carried out using the Uniprot^128^ gene accessions in conjunction with the DAVID tool^36^ (https://david.ncifcrf.gov/home.jsp). We compared our dataset to the Brachypodium genome using the DAVID online tool. The DAVID tool calculates fold enrichment by taking [# GO term X]/[# GO terms in user-provided list] and then dividing that by [# GO term X]/[# GO terms in Brachypodium genome]. Only genes with a high VIP score were included in the ontology enrichment. The B-H corrected p-value is the result of a modified Fisher Exact Test (which is then corrected for multiple hypothesis testing), to determine if the number of genes of a given ontology within our gene list (all genes with a PLSDA component 1 VIP > 1.0) are significantly over-represented given their natural abundance within the host Brachypodium genome. Hierarchical clustering was performed using Pearson correlation and average linkage, and the optimal number of clusters was determined using the gap statistic method^129^. Z-scores were calculated for each gene using the formula Z-score = (x-μ)/σ, where x, μ, and σ correspond to normalized gene count, population mean, and population standard deviation, respectively. In each case, the population refers to the abundance estimations for each individual gene across all timepoints (i.e. z-score by row).

## Supplementary information

Supplementary Information.

Supplementary Information2.

Supplementary Information3.

Supplementary Information4.

Supplementary Information5.

Supplementary Information6.

Supplementary Information7.

## Data Availability

Raw and processed RNA-seq data have been deposited in NCBIs Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE131582.

# Supplementary material for: Dynamics of Global Gene Expression and Regulatory Elements in Growing Brachypodium Root System
**Source:** Sci Rep. 2020 Apr 27;10:7071. doi: 10.1038/s41598-020-63224-z
**Supplement:** Supplementary file 1 — Supplementary Information.

Supp Fig S3

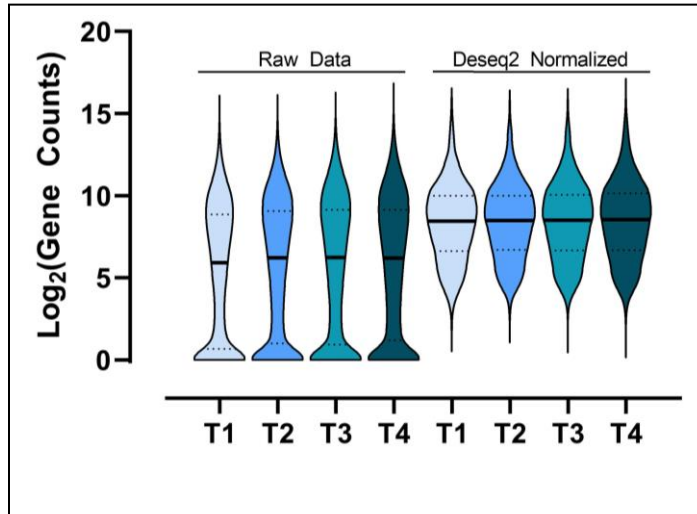

Supplemental Figure S3. Violin plots demonstrating the effectiveness of normalization and pre-filtering procedure. Prior to normalization the raw abundance estimates (“raw data”, left) have large observable differences in total gene counts as well as the distribution of gene counts between samples. DESeq2 normalization resulted in a far more normal distribution in log₂ space (right). Solid and dotted lines correspond to median and quartile values, respectively.

Supp Fig S5

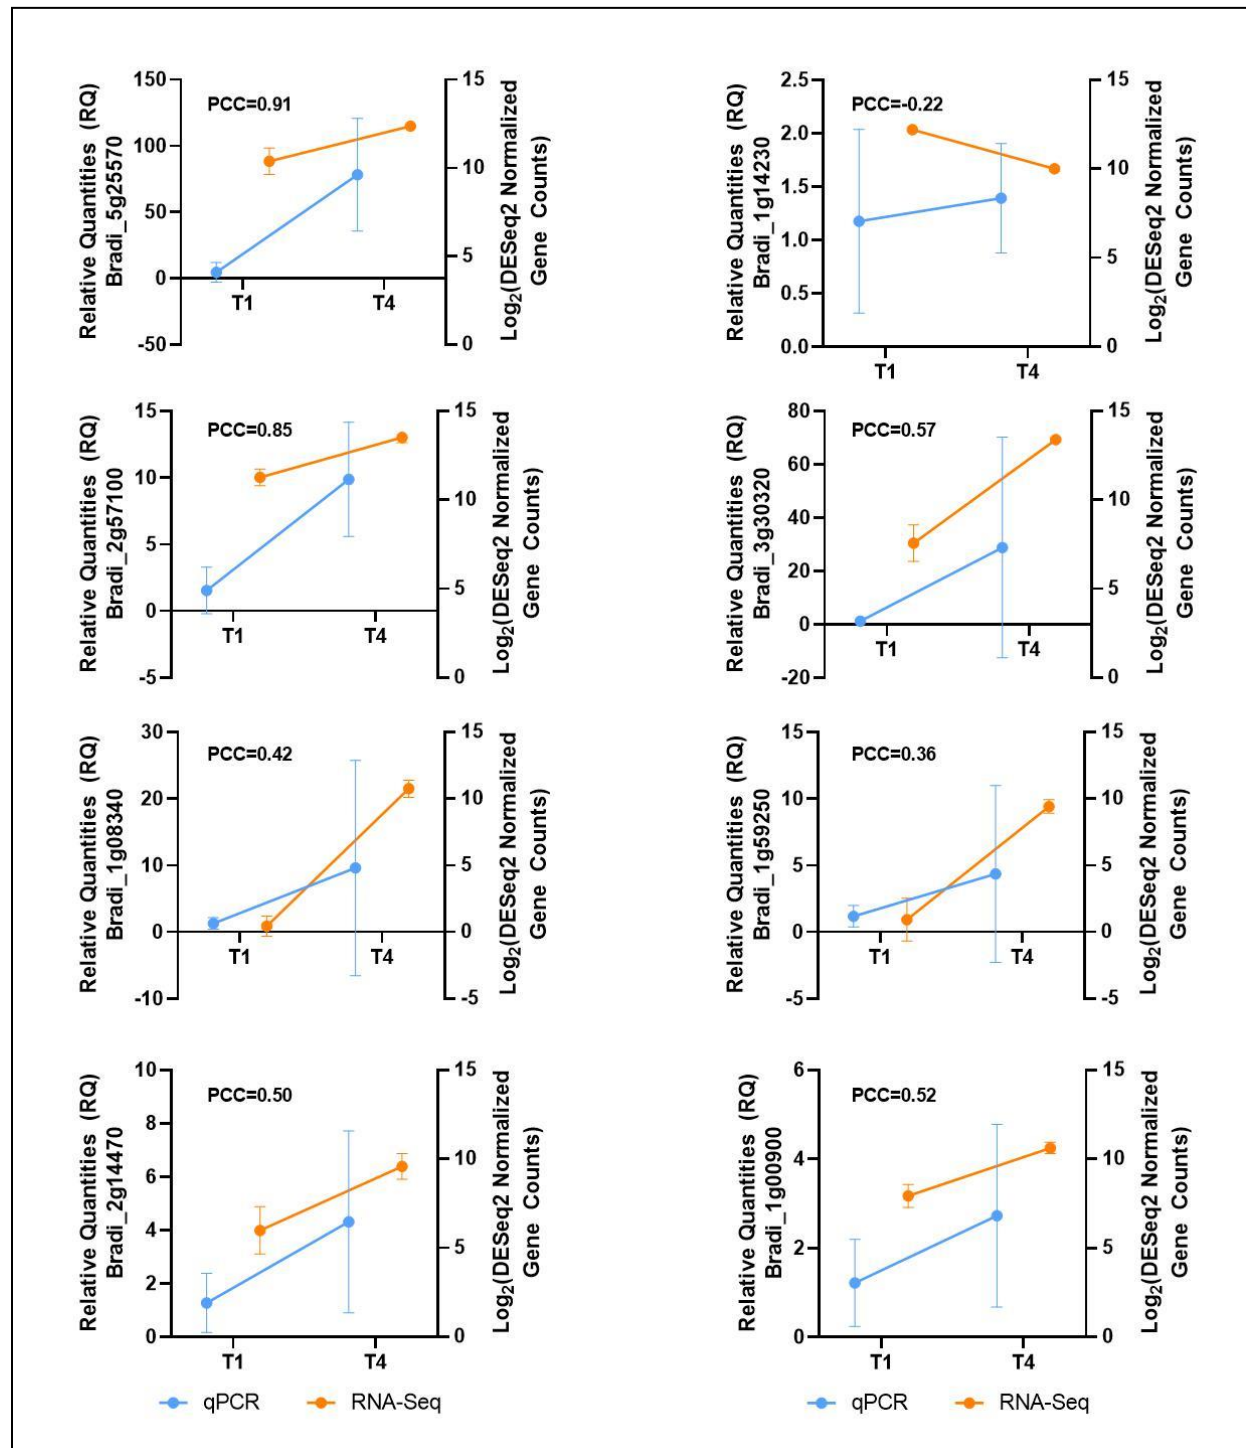

Supplemental Figure S5. RT-qPCR analysis of select genes in comparison with RNA-seq gene count estimations. RT-qPCR was performed in biological triplicate using Bradi_3g14040v3 as an endogenous control. RT-qPCR relative quantities (RQ) values for each gene are shown on the left y-axis in blue, and

$\log_2$ scaled DESeq2 normalized gene counts are shown on the right y-axis in orange. Error bars represent the propagated standard deviation for qPCR, and standard deviation for $\log_2$ normalized RNA-seq gene counts. PCC, Pearson Correlation Coefficient.

Supp Fig S8

Supplementary figure S8, this set of figures contains the output of the motif analysis performed by GOMo (part of the MEME-suite) using the motifs generated in Table 1 of the manuscript.

Cluster 1-1:

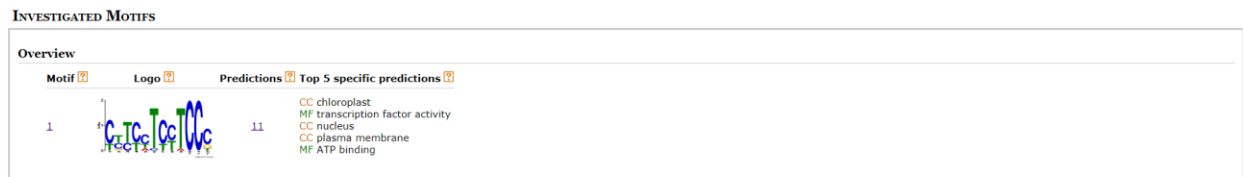

MOTIF 1

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term %	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0009507	9.668e-05	2.652e-07	1.659e-04	20%	CC chloroplast	AT5G09760 (7), AT5G19920 (8), AT3G53010 (14), AT3G56140 (24), AT5G61810 (29), AT5G16890 (36), AT3G55150 (40), AT1G65230 (46), AT4G18480 (48), AT3G19480 (51), ...1957 more
GO:0003700	2.441e-03	2.652e-07	1.659e-04	~83%	MF transcription factor activity	AT1G06810 (27), AT4G29000 (32), AT3G73700 (37), AT5G08810 (72), AT1G32150 (90), AT1G58220 (117), AT3G36990 (164), AT1G77200 (173), AT3G66490 (188), ...16 more
GO:0005634	3.081e-03	2.652e-07	1.659e-04	~2%	CC nucleus	AT5G49300 (23), AT1G27250 (52), AT5G19750 (57), AT5G58810 (72), AT3G58040 (116), AT5G44500 (159), AT3G11960 (161), AT1G26630 (163), AT1G77200 (173), AT3G66490 (188), ...1420 more
GO:0003677	3.496e-03	2.652e-07	1.659e-04	~3%	MF DNA binding	AT5G08810 (56), AT3G18090 (20), AT1G06170 (27), AT3G19730 (37), AT5G58810 (72), AT1G58220 (117), AT3G36990 (164), AT1G77200 (173), AT3G66490 (188), ...AT5G66790 (188)
GO:0005886	8.383e-03	2.652e-07	1.659e-04	~1%	CC plasma membrane	AT3G00740 (5), AT624310 (9), AT3G65040 (56), AT3G08660 (79), AT3G47950 (123), AT1G58120 (127), AT3G23750 (133), AT3G36910 (192), AT4G33625 (208), AT2G04200 (247), ...1175 more
GO:0005524	8.383e-03	2.652e-07	1.659e-04	100%	MF ATP binding	AT1G74330 (95), AT3G50230 (132), AT4G18640 (138), AT1G67510 (139), AT1G49270 (293), AT2G01950 (317), AT4G31180 (319), AT3G16440 (347), AT1G03820 (388), AT2G25340 (538), ...393 more
GO:0045449	1.427e-02	3.978e-06	2.134e-03	~6%	BP regulation of transcription	AT5G60850 (6), AT3G59010 (17), AT4G29000 (32), AT5G59010 (75), AT3G1050 (84), AT1G68360 (185), AT3G15030 (215), AT1G54060 (220), AT2G03180 (255), ...536 more
GO:0048364	2.263e-02	1.803e-05	8.463e-03	~22%	BP root development	AT1G04990 (292), AT3G62100 (299), AT5G01490 (32), AT5G60200 (489), AT1G50590 (575), AT4G00730 (1034), AT1G70940 (1382), AT5G33300 (1621), AT1G53330 (1698), AT3G02640 (1950), ...79 more
GO:0016123	2.484e-02	2.678e-05	1.171e-02	~0%	BP xanthophyll biosynthetic process	AT4G25700 (1558), AT3G03710 (1714), AT5G67600 (1874), AT5G52570 (3662), AT3G56500 (10283), AT1G31800 (19708)
GO:0006468	3.585e-02	1.262e-04	4.770e-02	~18%	BP protein amino acid phosphorylation	AT1G74330 (95), AT3G50230 (132), AT4G18640 (138), AT1G67510 (139), AT3G56500 (265), AT5G57610 (275), AT1G49270 (293), AT2G01950 (317), AT4G09570 (347), AT2G33100 (467), ...246 more
GO:0005515	3.686e-02	1.395e-04	4.761e-02	~0%	MF protein binding	AT4G34470 (12), AT3G54140 (3), AT5G04140 (3), AT5G04140 (3), AT3G07040 (5), AT1G73210 (45), AT1G65040 (55), AT3G06140 (82), AT4G19150 (111), AT3G58040 (116), ...1137 more

Cluster 1-2:

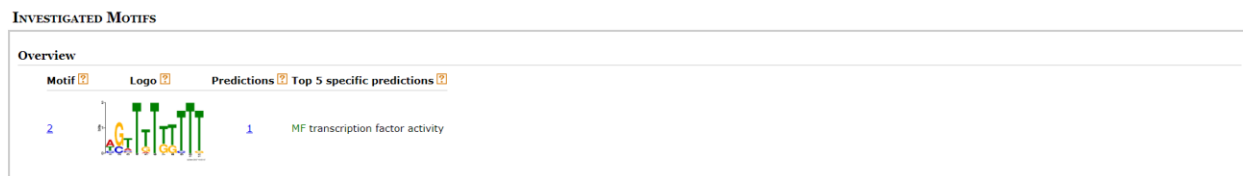

MOTIF 2

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	1.294e-03	2.652e-07	9.992e-04	~83%	MF transcription factor activity	AT1G60250 (1) , AT4G000150 (3) , AT1G01260 (7) , AT3G317100 (17) , AT4G01540 (19) , AT1G06170 (21) , AT1G22190 (38) , AT4G39410 (47) , AT2G37610 (55) , ...1651 more...

Cluster 2-1:

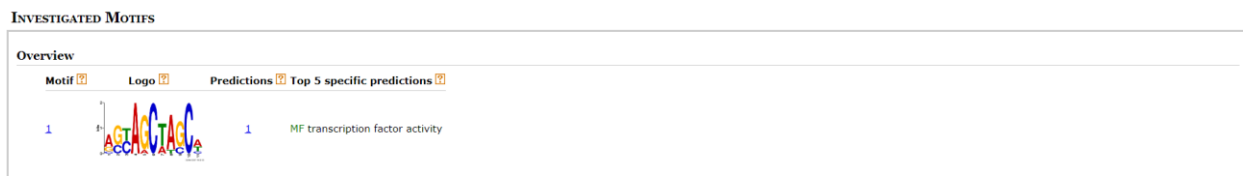

MOTIF 1

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	5.627E-04	2.652E-07	1.000E-03	~83%	transcription factor activity	AT1G66600 (12) , AT4G38340 (63) , AT1G47655 (69) , AT1G13300 (78) , AT1G17460 (131) , AT3G50330 (134) , AT4G34590 (146) , AT1G76510 (167) , AT4G40500 (230) , AT5G58850 (250) , ...1651 more...

Cluster 3-1:

INVESTIGATED MOTIFS

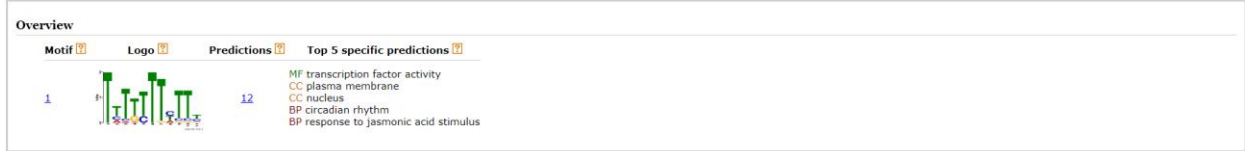

MOTIF 1

Top

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black.
BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	9.870e-06	2.652e-07	1.661e-04	~83%	MF transcription factor activity	ATG060496 (4), ATG18400 (15), ATG355370 (38), ATG352920 (77), ATG252906 (110), ATG439410 (126), ATG436730 (130), ATG549240 (132), ATG509460 (133), ATG430980 (135), ...1651 more...
GO:0045449	9.662e-04	2.652e-07	1.661e-04	~6%	BP regulation of transcription	ATG18400 (15), ATG25900 (110), ATG509460 (133), ATG430980 (135), ATG412620 (138), ATG57150 (146), ATG41030 (198), ATG21320 (218), ATG607690 (219), ATG565100 (293), ...536 more...
GO:0005886	1.487e-03	2.652e-07	1.661e-04	~1%	CC plasma membrane	ATG59350 (11), ATPD11-3 (30), ATG34480 (44), ATG39350 (63), ATG164650 (69), ATG128290 (98), ATG01890 (100), ATG323600 (115), ATG40370 (111), ATG435240 (151), ...1175 more...
GO:0016301	3.636e-03	2.652e-07	1.661e-04	~1%	MF kinase activity	ATG05650 (7), ATG20300 (9), ATG59350 (11), ATG16760 (32), ATG51790 (62), ATG01890 (100), ATG164210 (127), ATG23950 (129), ATG545810 (140), ATG51830 (155), ...899 more...
GO:0003677	3.797e-03	2.652e-07	1.661e-04	~3%	MF DNA binding	ATG06490 (4), ATG355370 (38), ATG353920 (77), ATG38810 (91), ATG24850 (95), ATG25900 (110), ATG1890 (118), ATG430980 (135), ATG12620 (138), ATG41020 (141), ...1217 more...
GO:0005634	4.989e-03	2.652e-07	1.661e-04	~2%	CC nucleus	ATG355370 (38), ATG41580 (64), ATG31300 (82), ATG50790 (83), ATG23600 (115), ATG168070 (121), ATG12620 (138), ATG56000 (159), ATG23890 (175), ATG168550 (179), ...1420 more...
GO:0007623	1.522e-02	3.182e-06	1.708e-03	~6%	BP circadian rhythm	ATG08920 (235), ATG436240 (259), ATG159940 (469), ATG424470 (604), ATG10470 (755), ATG41310 (862), ATG44680 (915), ATG168830 (1231), ATG46640 (1242), ATG525830 (1458), ...35 more...
GO:0009753	1.858e-02	7.160e-06	3.363e-03	~45%	BP response to jasmonic acid stimulus	ATG06490 (4), ATG128290 (98), ATG434710 (117), ATG507690 (219), ATG507700 (283), ATG422880 (373), ATG16470 (418), ATG106160 (421), ATG423100 (465), ATG33180 (531), ...110 more...
GO:0007169	2.072e-02	1.034e-05	4.318e-03	~12%	BP transmembrane receptor protein tyrosine kinase signaling pathway	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0007010	2.623e-02	3.182e-05	1.196e-02	~2%	BP cytoskeleton organization	ATG168060 (84), ATG429350 (379), ATG19760 (483), ATG561980 (565), ATG241740 (1723), ATG29890 (1945), ATG42940 (278), ATG14840 (4678), ATG56600 (5799), ATG35370 (6612), ...11 more...
GO:0006355	2.903e-02	4.747e-05	1.622e-02	~8%	BP regulation of transcription, DNA-dependent	ATG06490 (4), ATG353920 (77), ATG439410 (126), ATG168550 (179), ATG130330 (215), ATG507690 (219), ATG31650 (227), ATG174650 (253), ATG507700 (283), ATG357600 (300), ...622 more...
GO:0004674	3.365e-02	8.433e-05	2.641e-02	~11%	MF protein serine/threonine kinase activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG29890 (1945), ATG02780 (331), ATG30770 (396), ATG166750 (538), ATG302880 (731), ...164 more...

Cluster 3-2:

INVESTIGATED MOTIFS

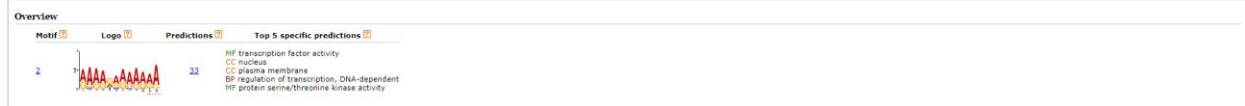

MOTIF 2

Top

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black.
BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	2.892e-14	2.652e-07	8.555e-05	~83%	MF transcription factor activity	ATG01520 (8), ATG47602 (21), ATG355370 (38), ATG40330 (38), ATG436260 (39), ATG45460 (60), ATG69310 (61), ATG94270 (53), ATG128420 (92), ATG14770 (99), ...1651 more...
GO:0005634	1.390e-08	2.652e-07	8.555e-05	~2%	CC nucleus	ATG05570 (28), ATG24820 (70), ATG13860 (76), ATG46330 (78), ATG436260 (39), ATG13740 (46), ATG1950 (50), ATG436260 (39), ATG128420 (92), ATG14770 (99), ...1420 more...
GO:0003677	1.212e-07	2.652e-07	8.555e-05	~3%	MF DNA binding	ATG168060 (84), ATG17800 (111), ATG355370 (38), ATG46330 (78), ATG436260 (39), ATG13740 (46), ATG1950 (50), ATG436260 (39), ATG128420 (92), ATG14770 (99), ...1317 more...
GO:0005886	9.998e-06	2.652e-07	8.555e-05	~1%	CC plasma membrane	ATG41602 (21), ATG435240 (151), ATG509360 (133), ATG430980 (135), ATG46470 (138), ATG565100 (293), ATG41030 (198), ATG21320 (218), ATG607690 (219), ATG565100 (293), ...536 more...
GO:0006355	4.709e-05	2.652e-07	8.555e-05	~8%	BP regulation of transcription, DNA-dependent	ATG08920 (235), ATG436240 (259), ATG159940 (469), ATG424470 (604), ATG10470 (755), ATG41310 (862), ATG44680 (915), ATG168830 (1231), ATG46640 (1242), ATG525830 (1458), ...35 more...
GO:0009753	2.355e-04	2.652e-07	8.555e-05	~11%	MF protein serine/threonine kinase activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0007169	3.328e-04	2.652e-07	8.555e-05	~12%	BP transmembrane receptor protein tyrosine kinase signaling pathway	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0006486	1.278e-03	2.652e-07	8.555e-05	~18%	MF protein amino acid phosphorylation	ATG168060 (84), ATG429350 (379), ATG19760 (483), ATG561980 (565), ATG241740 (1723), ATG29890 (1945), ATG42940 (278), ATG14840 (4678), ATG56600 (5799), ATG35370 (6612), ...11 more...
GO:0005515	1.341e-03	2.652e-07	8.555e-05	~9%	BP protein binding	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0007623	4.012e-03	2.652e-07	8.555e-05	~6%	BP circadian rhythm	ATG08920 (235), ATG436240 (259), ATG159940 (469), ATG424470 (604), ATG10470 (755), ATG41310 (862), ATG44680 (915), ATG168830 (1231), ATG46640 (1242), ATG525830 (1458), ...35 more...
GO:0009908	9.162e-03	2.652e-07	8.555e-05	~13%	BP flower development	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0048366	9.792e-03	2.652e-07	8.555e-05	40%	BP leaf development	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0005524	1.107e-02	2.652e-07	8.555e-05	100%	MF ATP binding	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0002841	1.432e-02	1.591e-06	3.687e-04	50%	BP response to water deprivation	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0002317	1.507e-02	3.447e-06	7.519e-04	~1%	CC cytoskeleton	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0002236	1.690e-02	3.713e-06	7.647e-04	100%	BP cytokinin mediated signaling pathway	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0004722	1.899e-02	5.834e-06	1.138e-03	~54%	MF protein serine/threonine phosphatase activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0009948	2.066e-02	1.087e-05	2.016e-03	~100%	BP polarity specification of apical/abaxial axis	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0006472	2.876e-02	4.800e-05	7.415e-03	~5%	MF protein kinase activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0002737	2.410e-02	2.121e-05	3.745e-03	60%	BP response to abiotic acid stimulus	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0003989	2.587e-02	2.997e-05	5.050e-03	~12%	CC cytosol	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0002953	2.870e-02	4.747e-05	7.415e-03	50%	BP response to salicylic acid stimulus	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0006472	2.876e-02	4.800e-05	7.415e-03	~5%	MF protein kinase activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0043565	2.944e-02	5.456e-05	8.062e-03	~12%	MF sequence-specific DNA binding	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0009640	3.012e-02	5.887e-05	8.395e-03	~91%	BP photomorphogenesis	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0009753	3.089e-02	6.470e-05	8.885e-03	~45%	BP response to jasmonic acid stimulus	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0007010	3.264e-02	7.955e-05	1.053e-02	~2%	BP cytoskeleton organization	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0009741	3.306e-02	8.433e-05	1.078e-02	~6%	BP response to brassinosteroid stimulus	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0003051	3.709e-02	1.313e-04	1.622e-02	~55%	BP xylem and phloem pattern formation	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0016563	3.784e-02	1.458e-04	1.744e-02	~29%	MF transcription activator activity	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0006813	4.430e-02	2.829e-04	3.278e-02	~73%	BP potassium ion transport	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...
GO:0010154	4.607e-02	3.363e-04	3.778e-02	~19%	BP fruit development	ATG01890 (100), ATG164210 (127), ATG308880 (223), ATG25790 (254), ATG128440 (321), ATG02780 (331), ATG30770 (396), ATG302880 (731), ATG151830 (1234), ATG20190 (1466), ...120 more...

Cluster 3-3:

INVESTIGATED MOTIFS

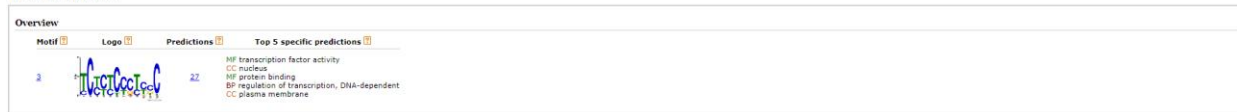

MOTIF 3

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

[illegible]

Cluster 3-4:

INVESTIGATED MOTIFS

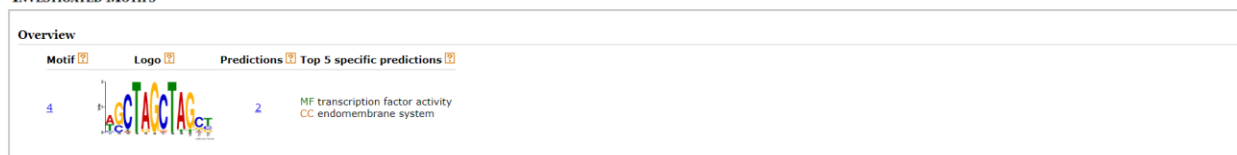

MOTIF 4

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	2.191e-03	2.652e-07	1.000e-03	~83%	MF transcription factor activity	AT4G04890 (7), AT1G13300 (13), AT4G38340 (17), AT4G79840 (41), AT3G19070 (88), AT4G33450 (115), AT5G58850 (132), AT7G76510 (156), AT3G50330 (163), AT6G10270 (170), ...1651 more...
GO:0012505	2.197e-02	1.777e-05	3.350e-02	~2%	CC endomembrane system	AT3G51644 (1), AT2G19893 (10), AT2G23690 (11), AT4G48440 (21), AT3G04170 (39), AT5G14105 (44), AT4G13968 (54), AT1G32970 (58), AT4G28695 (73), AT5G15725 (82), ...2957 more...

Cluster 3-5:

INVESTIGATED MOTIFS

Overview

Motif

Logo

Predictions

Top 5 specific predictions

5

2

MF transcription factor activity

CC endomembrane system

BP response to auxin stimulus

MF polygalacturonase activity

BP oligopeptide transport

Motif 5

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black.

BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0003700	1.982e-08	2.652e-07	1.663e-04	~83%	MF transcription factor activity	AT3G30260 (2), AT1G13300 (3), AT2G36890 (57), AT1G74430 (70), AT1G43160 (76), AT1G73410 (101), AT5G67010 (111), AT2G46970 (118), AT1G71130 (139), AT4G30180 (158), ...1651 more...
GO:0012505	7.573e-06	2.652e-07	1.663e-04	~2%	CC endomembrane system	AT3G48740 (7), AT3G29300 (11), AT2G33175 (17), AT1G06135 (18), AT2G03832 (36), AT1G23350 (43), AT3G47480 (48), AT4G16165 (50), AT3G47630 (58), AT3G28007 (75), ...2957 more...
GO:0045449	1.022e-03	2.652e-07	1.663e-04	~6%	BP regulation of transcription	AT1G13300 (3), AT2G46970 (118), AT4G30180 (158), AT4G37850 (171), AT3G46090 (215), AT5G61620 (231), AT1G20910 (234), AT1G69590 (247), AT2G26580 (266), AT1G46480 (377), ...536 more...
GO:0009733	2.324e-03	2.652e-07	1.663e-04	~43%	BP response to auxin stimulus	AT5G18060 (23), AT5G18050 (22), AT1G72430 (54), AT3G03847 (222), AT3G03850 (255), AT3G28860 (374), AT5G18020 (382), AT4G00880 (400), AT5G57560 (444), AT4G33880 (464), ...244 more...
GO:0003677	4.741e-03	2.652e-07	1.663e-04	~3%	MF DNA binding	AT3G30260 (2), AT1G13300 (3), AT2G36890 (57), AT1G74430 (70), AT1G43160 (76), AT1G73410 (101), AT5G67010 (111), AT1G71130 (139), AT1G12630 (162), AT4G37850 (171), ...1217 more...
GO:0004650	8.602e-03	2.652e-07	1.663e-04	100%	MF polygalacturonase activity	AT4G32380 (98), AT3G07840 (340), AT4G20050 (417), AT5G17200 (500), AT1G70500 (641), AT1G02790 (762), AT1G55710 (965), AT3G14040 (1173), AT4G23820 (1187), AT3G48950 (1496), ...61 more...
GO:0006857	1.913e-02	7.160e-06	3.850e-03	~45%	BP oligopeptide transport	AT5G62680 (15), AT3G47960 (336), AT3G27020 (649), AT1G18880 (867), AT1G72130 (1150), AT1G72140 (1166), AT3G21670 (2169), AT3G45710 (2200), AT5G46050 (2415), AT5G01180 (2507), ...51 more...
GO:0005975	2.259e-02	1.538e-05	7.236e-03	~0%	BP carbohydrate metabolic process	AT4G32380 (98), AT3G07840 (340), AT5G17200 (500), AT5G51820 (568), AT1G70500 (641), AT1G02790 (762), AT1G55710 (965), AT3G14040 (1173), AT4G23820 (1187), AT1G15380 (1204), ...106 more...
GO:0006355	3.032e-02	6.126e-05	2.562e-02	~8%	BP regulation of transcription, DNA-dependent	AT2G36890 (57), AT1G74430 (70), AT1G43160 (76), AT1G73410 (101), AT5G67010 (111), AT1G71130 (139), AT1G12630 (162), AT5G62320 (177), AT2G40750 (183), AT1G35490 (192), ...622 more...

Cluster 4-1:

INVESTIGATED MOTIFS

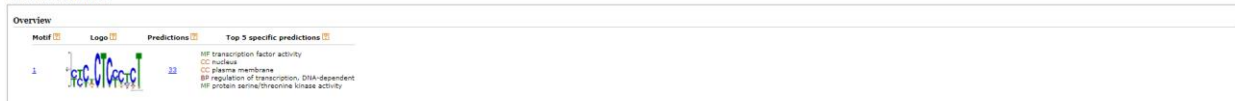

Test

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	log10 (q-value)	Specificity	GO	Gene ID (Total (2569 genes in total))
GO:0006464	8.95e-13	2.85e-07	8.17e-05	<8%	MF transcription factor activity	AT001001.13, AT004660.11, AT004660.12, AT004660.13, AT004660.14, AT004660.15, AT004660.16, AT004660.17, AT004660.18, AT004660.19, AT004660.20, AT004660.21, AT004660.22, AT004660.23, AT004660.24, AT004660.25, AT004660.26, AT004660.27, AT004660.28, AT004660.29, AT004660.30, AT004660.31, AT004660.32, AT004660.33, AT004660.34, AT004660.35, AT004660.36, AT004660.37, AT004660.38, AT004660.39, AT004660.40, AT004660.41, AT004660.42, AT004660.43, AT004660.44, AT004660.45, AT004660.46, AT004660.47, AT004660.48, AT004660.49, AT004660.50, AT004660.51, AT004660.52, AT004660.53, AT004660.54, AT004660.55, AT004660.56, AT004660.57, AT004660.58, AT004660.59, AT004660.60, AT004660.61, AT004660.62, AT004660.63, AT004660.64, AT004660.65, AT004660.66, AT004660.67, AT004660.68, AT004660.69, AT004660.70, AT004660.71, AT004660.72, AT004660.73, AT004660.74, AT004660.75, AT004660.76, AT004660.77, AT004660.78, AT004660.79, AT004660.80, AT004660.81, AT004660.82, AT004660.83, AT004660.84, AT004660.85, AT004660.86, AT004660.87, AT004660.88, AT004660.89, AT004660.90, AT004660.91, AT004660.92, AT004660.93, AT004660.94, AT004660.95, AT004660.96, AT004660.97, AT004660.98, AT004660.99, AT004660.100, AT004660.101, AT004660.102, AT004660.103, AT004660.104, AT004660.105, AT004660.106, AT004660.107, AT004660.108, AT004660.109, AT004660.110, AT004660.111, AT004660.112, AT004660.113, AT004660.114, AT004660.115, AT004660.116, AT004660.117, AT004660.118, AT004660.119, AT004660.120, AT004660.121, AT004660.122, AT004660.123, AT004660.124, AT004660.125, AT004660.126, AT004660.127, AT004660.128, AT004660.129, AT004660.130, AT004660.131, AT004660.132, AT004660.133, AT004660.134, AT004660.135, AT004660.136, AT004660.137, AT004660.138, AT004660.139, AT004660.140, AT004660.141, AT004660.142, AT004660.143, AT004660.144, AT004660.145, AT004660.146, AT004660.147, AT004660.148, AT004660.149, AT004660.150, AT004660.151, AT004660.152, AT004660.153, AT004660.154, AT004660.155, AT004660.156, AT004660.157, AT004660.158, AT004660.159, AT004660.160, AT004660.161, AT004660.162, AT004660.163, AT004660.164, AT004660.165, AT004660.166, AT004660.167, AT004660.168, AT004660.169, AT004660.170, AT004660.171, AT004660.172, AT004660.173, AT004660.174, AT004660.175, AT004660.176, AT004660.177, AT004660.178, AT004660.179, AT004660.180, AT004660.181, AT004660.182, AT004660.183, AT004660.184, AT004660.185, AT004660.186, AT004660.187, AT004660.188, AT004660.189, AT004660.190, AT004660.191, AT004660.192, AT004660.193, AT004660.194, AT004660.195, AT004660.196, AT004660.197, AT004660.198, AT004660.199, AT004660.200, AT004660.201, AT004660.202, AT004660.203, AT004660.204, AT004660.205, AT004660.206, AT004660.207, AT004660.208, AT004660.209, AT004660.210, AT004660.211, AT004660.212, AT004660.213, AT004660.214, AT004660.215, AT004660.216, AT004660.217, AT004660.218, AT004660.219, AT004660.220, AT004660.221, AT004660.222, AT004660.223, AT004660.224, AT004660.225, AT004660.226, AT004660.227, AT004660.228, AT004660.229, AT004660.230, AT004660.231, AT004660.232, AT004660.233, AT004660.234, AT004660.235, AT004660.236, AT004660.237, AT004660.238, AT004660.239, AT004660.240, AT004660.241, AT004660.242, AT004660.243, AT004660.244, AT004660.245, AT004660.246, AT004660.247, AT004660.248, AT004660.249, AT004660.250, AT004660.251, AT004660.252, AT004660.253, AT004660.254, AT004660.255, AT004660.256, AT004660.257, AT004660.258, AT004660.259, AT004660.260, AT004660.261, AT004660.262, AT004660.263, AT004660.264, AT004660.265, AT004660.266, AT004660.267, AT004660.268, AT004660.269, AT004660.270, AT004660.271, AT004660.272, AT004660.273, AT004660.274, AT004660.275, AT004660.276, AT004660.277, AT004660.278, AT004660.279, AT004660.280, AT004660.281, AT004660.282, AT004660.283, AT004660.284, AT004660.285, AT004660.286, AT004660.287, AT004660.288, AT004660.289, AT004660.290, AT004660.291, AT004660.292, AT004660.293, AT004660.294, AT004660.295, AT004660.296, AT004660.297, AT004660.298, AT004660.299, AT004660.300, AT004660.301, AT004660.302, AT004660.303, AT004660.304, AT004660.305, AT004660.306, AT004660.307, AT004660.308, AT004660.309, AT004660.310, AT004660.311, AT004660.312, AT004660.313, AT004660.314, AT004660.315, AT004660.316, AT004660.317, AT004660.318, AT004660.319, AT004660.320, AT004660.321, AT004660.322, AT004660.323, AT004660.324, AT004660.325, AT004660.326, AT004660.327, AT004660.328, AT004660.329, AT004660.330, AT004660.331, AT004660.332, AT004660.333, AT004660.334, AT004660.335, AT004660.336, AT004660.337, AT004660.338, AT004660.339, AT004660.340, AT004660.341, AT004660.342, AT004660.343, AT004660.344, AT004660.

Cluster 4-2:

INVESTIGATED MOTIFS

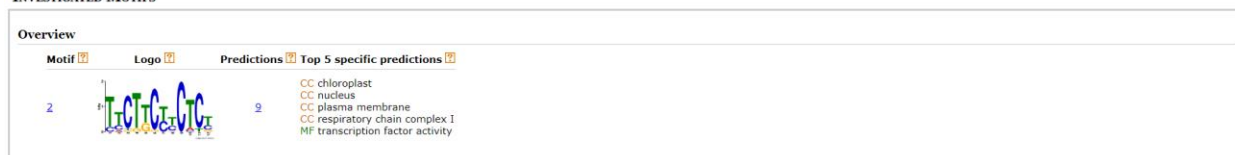

Top

GO terms are shown in grey if a more specific GO term was also significantly associated with this motif. The most specific GO terms are shown in black. BP stands for biological process, CC stands for cellular component and MF stands for molecular function.

GO term	score	p-value	q-value	Specificity	GO name	Gene ID / Rank (25649 genes in total)
GO:0009502	8.02e-05	2.652e-07	3.312e-04	20%	CC chloroplast	AT1G14520.1(2), AT3G040610.1(8), AT3G07020.4(1), AT3G30020.3(2), AT3G22270.3(5), AT1G32990.1(105), AT4G33130.1(116), AT3G556010.1(24), AT3G19202.1(31), AT3G16910.1(51), AT3G16910.1(51), AT3G16910.1(51)
GO:0005634	4.80e-03	2.652e-07	3.312e-04	2%	CC nucleus	AT3G38940.1(1), AT3G23890.1(5), AT3G55320.2(4), AT3G64960.1(65), AT3G22170.1(87), AT1G26960.1(88), AT1G41430.1(93), AT4G24020.1(30), AT3G26990.1(42), AT3G23050.1(45), ..., AT1G2070.1(107)
GO:0005886	6.040e-03	2.652e-07	3.312e-04	~1%	CC plasma membrane	AT3G24660.5(1), AT1G77740.1(63), AT3G10020.1(83), AT1G34300.1(83), AT1G141070.1(102), AT1G63110.1(133), AT3G18120.1(154), AT1G26120.1(172), AT1G60355.1(192), AT4G29990.1(197), ..., AT175 mitor
GO:0045271	1.456e-02	4.243e-06	3.974e-03	~73%	CC respiratory chain complex I	AT3G02550.1(696), AT3G04700.1(759), AT3G40770.1(1050), AT3G31490.1(1069), AT3G25110.1(1265), AT2G47690.1(1397), AT3G6785.1(144), AT1G24720.1(715), AT1G56200.1(722), AT3G08530.1(2341), ..., 35 more...
GO:0003700	2.026e-02	1.034e-05	6.458e-03	~83%	MF transcription factor activity	AT5G11280.2(4), AT2G02450.4(46), AT4G29000.1(49), AT1G2860.5(9), AT1G29950.7(94), AT1G64460.1(76), AT3G12870.1(87), AT1G28960.1(88), AT5G04840.1(89), AT3G19700.1(103), ..., 1651 more...
GO:0016301	2.048e-02	1.034e-05	6.458e-03	~1%	MF kinase activity	AT3G56040.4(3), AT3G56496.1(65), AT1G34300.1(83), AT1G60960.1(102), AT1G51790.1(132), AT3G45390.1(137), AT1G2480.1(146), AT1G64840.1(186), AT3G29020.1(206), AT3G29020.1(206), AT3G29020.1(206), ..., 1651 more...
GO:0046474	2.498e-02	2.493e-05	1.334e-02	~11%	MF protein serine/threonine kinase activity	AT5G56040.4(3), AT3G51020.1(83), AT3G49670.1(122), AT5G45840.1(134), AT1G44880.1(185), AT3G47760.1(202), AT5G58300.1(206), AT2G16250.1(235), AT1G53730.1(327), AT1G21210.1(497), ..., 164 more...
GO:0007169	2.927e-02	5.198e-05	2.434e-02	~12%	BP transmembrane receptor protein tyrosine kinase signaling pathway	AT3G56040.4(3), AT3G51020.1(83), AT3G49670.1(122), AT5G45840.1(134), AT1G44880.1(185), AT3G47760.1(202), AT5G58300.1(206), AT2G16250.1(235), AT1G53730.1(327), AT1G21210.1(497), ..., 164 more...
GO:0003723	3.612e-02	1.199e-04	4.990e-02	~2%	MF RNA binding	AT1G69250.1(111), AT1G18810.1(152), AT3G07920.1(161), AT1G22240.1(182), AT3G22100.1(195), AT4G36690.1(226), AT2G17150.1(333), AT1G18800.1(401), AT2G43370.1(518), AT5G23080.1(523), ..., 309 more...

How the deposited data were processed for this re-analysis (not part of the article)

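Whole roots of Bd21 from 4 stages, with 3 libraries each, were compared. Plants were sampled 18 days (T1), 25 days (T2), 32 days (T3) and 36 days (T4) after sowing. The labels treat the 12 libraries as separate samples, but they do not state how many plants gave each library. The paper calls them biological replicates and states that T1 samples were pooled in pairs for the RNA extraction it describes with the qRT-PCR, from the same plants. The p-values measure only the spread between these samples, and where plants were pooled they describe the pools.

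The authors trimmed reads with Trimmomatic 0.38, aligned them with HISAT2 2.1.0, sorted them with SAMtools 1.9 and counted them with StringTie. The labels give StringTie 1.3.5 and the headers of the transcript files give 1.3.4d. The deposited gene table holds signal per gene, which is the authors' gene counts divided by 1 DESeq2 size factor per library. The deposited transcript files hold StringTie TPM per assembled transcript, which were summed per gene. A gene without a transcript in a library's file was counted as unexpressed there. The files of T1 replicates 2 and 3 and T3 replicate 2 held 12746, 12027 and 13799 annotated genes, against 15483 to 19622 in the others. Every value of the gene table came out as a whole number of steps within 0.01 in each library (100% of 21764 genes). The step could be taken as 1 count in 9 libraries. In the other 3 (T1 replicate 1, T3 replicates 1 and 3) the smallest value was 2 steps, so they took no part in the edgeR and DESeq2 tests on counts. The counting intervals and the floor of 3 counts per library use the gene counts that the supplement lists for every library, T1 replicate 1 included. Gene counts per library ran from 12830990 to 42312654.

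Because the table holds normalized values, limma was used on log2(value + 1) instead of edgeR on counts, as set for this case before the data were examined. Also set at that point were the comparisons, the lists, the rule for named genes and most of the alternatives. All 12 libraries entered 1 fit with trend and robust variance estimates, and p-values were adjusted by Benjamini-Hochberg at 0.10. The minimum of 240 was applied to normalized totals and kept 21542 of 21764 genes. The smallest normalized total in the table is 182, so the authors' minimum was applied to other totals. In the fits to 9 libraries, T3 had a single library, whose spread was taken to be like that of the other stages.

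Tested on simulated data with 200 changed genes, limma made 178 calls for T4 against T1, 157 of them true, and recovered 57% of the 2-fold and 100% of the 4-fold changes. With no gene changed it made 1 call. The simulated genes varied independently, with a spread that followed their mean, and no library was given low alignment. These rates therefore need not hold for the deposited data.

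PLS-DA was run with mixOmics 6.26.0 on variance-stabilized values, with VIP scores of the first component. GO terms came from the deposited table and were tested with a one-sided Fisher's exact test for terms of at least 5 genes. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, which tests direction only and does not compare a list with other genes. The p-values of 48 lists were adjusted together. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used.

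Genes were named by a fixed rule: all that the paper names by accession and its qRT-PCR genes, the 10 largest changes per direction from T1 to T4 and the 3 largest per consecutive stage among named genes with a mean of at least 100 and groups apart, and up to 4 per list. Values in the paper's tables had been seen when the rule was written. Names of the WRKY, NAC, ERF, TIFY and GRF genes and of several other lists come only from Table S6, which names genes the study selected, so these lists lean towards genes that changed. Lists for cytokinin response, aquaporins, seed and pollen, heat shock proteins and organelle-encoded genes found 0 members by name and were not tested. The copies of Table S4 and of parts of Table S6 at hand are incomplete.

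The paper gives its univariate threshold as corrected p-values under 0.0145 with a 10% false discovery rate. It was taken here as an unadjusted p under 0.0145 in a t-test with unequal variances, which 3149 genes passed, with a largest adjusted p of 0.099. This test used normalized counts without a log, whereas limma used log2 values. Alternatives covered scaling, filters, thresholds, the test, the libraries used, transcript abundances, a replicate block, alignment as a covariate and, chosen after the data were seen, pseudocounts, a low-alignment term and count tests on 9 libraries. Promoter motifs were left out because no genome sequence was at hand, and root weights and carbon to nitrogen ratios because no deposited file holds them.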

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

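The tests of low alignment as a term in the fit, whose criterion was also revised after its value was seen, and of handling for the TIFY, ERF and NAC genes, and the comparison with left-out T3 libraries, were chosen after the results were seen. Genes outside those the paper discusses gave signals. Of 279 genes of the term structural constituent of ribosome, 192 were lower at T4 than at T1, and of 25 histone genes 16 were lower. The lists of 39 cytosolic ribosomal protein genes and of histone genes kept that direction with quantile-normalized values and with transcript abundances. Also outside those genes, 36 of the 42 genes that fell from T2 to T3 rose again from T3 to T4. Both comparisons use the T3 libraries, and genes picked for low values there tend to look higher at T4 for that reason alone. In turn, each T3 library was left out and genes lower at T3 than at T2 were picked at an unadjusted p under 0.05. Their T4 mean lay above the left-out library for 55.4% (replicate 1), 56.3% (replicate 2) and 36.3% (replicate 3), against 50.0%, 53.5% and 49.2% of all genes, so a return at T4 did not hold in general for this wider set.

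With 10 possible splits of 6 libraries, of which 1 gave as many calls in each comparison, the real one, splits are too few for a share under 0.05. The real counts and the highest of the other splits were 9381 and 3 from T1 to T4, 767 and 8 from T1 to T2, 53 and 1 from T2 to T3, and 2293 and 2 from T3 to T4. For transcription factors of Table S7 they were 195 and 0 and for the study's families 160 and 0, both from T1 to T4 with limma. Across the 4 stages 7636 genes were called, more than in any of the other splits among 100 (highest 6279), and 1 of 100 is a share under 0.05. A split with 6279 calls points to a structure among the libraries, and how far it kept stages together was not examined.

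2 of the 3 T1 libraries aligned at under 95%, and so did 1 T3 library. Among 7459 genes called without T1 replicate 1 and T4 replicate 3, 96.5% had the same sign in the difference of these 2 libraries, both aligned at over 97%, at a median of 0.746 of the fitted change (72.4% among genes not called). This argues against low alignment as the whole cause of the T1 to T4 calls. With low alignment as a term, 74.7% of the calls remained, which leaves a part open. The term itself called 0 genes with limma (2529 at an unadjusted p under 0.05).

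The WRKY, TIFY, ERF and NAC lists vary within stages together with 14 wound, touch and cold genes, with which they share 0 genes (the NAC list by Pearson's r but not by rank after adjustment). Corrected for that list by its slope within stages, the T4 to T1 differences (± standard error) dropped from 2.78 to 0.99 ± 0.46 for WRKY, from 2.81 to 0.75 ± 0.42 for TIFY, from 2.05 to 0.77 ± 0.24 for ERF and from 1.39 to 0.60 ± 0.28 for NAC genes, on the log2 scale. A fast response to handling may therefore account for the TIFY difference. It cannot be told apart from the stage for WRKY and NAC because their corrected differences pass the bound of 2 standard errors by less than their spread. The rule set beforehand for WRKY asked only for that bound, so by it the WRKY difference counted against handling. The further standard error asked for here was not part of that rule. The ERF difference passed the bound of 2 standard errors by more than its standard error. But the mean of 14 genes measures handling imprecisely, so the correction may be too small, and handling cannot be told apart for the ERFs either. Every T4 library lay at least 1.5 above every T1 library in the WRKY mean on the log2 scale, but the study chose these genes for such a difference, so a contribution of a few libraries cannot be told apart. Growth stage itself stays open, and the wound genes also changed with stage, so the correction may remove a real stage effect.

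Genes high at T2 and T4 and low at T1 and T3 include BRADI_2g33170v3 (late embryogenesis abundant), at 145 ± 77.8, 837 ± 94.4, 140.3 ± 18.9 and 4181 ± 1717 normalized counts, and BRADI_3g22635v3 (SnRK2-interacting calcium sensor), at 207 ± 3.88, 587 ± 100.3, 235 ± 36.7 and 2848 ± 520.5. At an unadjusted p under 0.05, 154 genes went up, down and up and 20 down, up and down, from steps that share libraries. Low alignment is argued against for the part of T2 above T3. Among T2 and T3, 103 genes had a median log2 difference of 2.1 in the libraries used to pick them, T2 replicates 1 and 2 against T3 replicate 2, and of 2.1 in T2 replicate 3 against T3 replicates 1 and 3, which all aligned at over 97%. No T1 or T4 library entered these differences, so the part of T4 above T1 stays open, and T2 replicate 3 stood apart in the photosynthesis genes (mean log2 of 7.02, against 4.7 and 4.5 in T2 replicates 1 and 2). Shoot tissue is argued against for the pattern averaged over the stages, since photosynthesis genes differed by -0.41 where the pattern's genes differed by 2.77. It is not argued against for the left-out difference of T2 replicate 3. In that library the photosynthesis mean of 7.02 lay above the 5.20 and 4.30 of T3 replicates 1 and 3. No biological explanation was tested.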

How the results depend on the processing

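Chosen after the data were seen were the pseudocounts, the low-alignment term, the tests on 9 libraries, leaving out libraries for GO terms, and leaving out the 3 libraries of low alignment for PLS-DA and the share between. From T1 to T4, among genes called both with limma on 12 libraries and in an alternative, 6 changed sign with transcript abundances and 0 in each of the others, and the number called lay between 7476 and 9053 when single libraries were left out. It was 6229 without the 3 libraries of low alignment, 3149 with the paper's univariate test and 3347 with transcript abundances, where 16741 genes were tested and the median of all genes was 0.28. Of 157 named genes, the reference gene included, 72 kept their direction and their side of the threshold with the paper's univariate test, 97 of 138 with transcript abundances and 144 without the 3 libraries. The steps between stages were less stable. At an adjusted p under 0.05, 198 genes changed from T1 to T2, 8 from T2 to T3 and 1474 from T3 to T4. With transcript abundances these were 64, 11 and 404, and 1844 across the 4 stages. From T1 to T2 the count was 491 with a replicate block, 117 with alignment percent as covariate, 87 with the low-alignment term and 57 without the 3 libraries. From T2 to T3 it was 155 with quantile-normalized values, 85 with a pseudocount of 10 and 10 with the low-alignment term. On 9 libraries, with 1 at T3 and 2 at T1, all 3 of low alignment, limma, edgeR and DESeq2 gave 3172, 3011 and 3912 from T1 to T2, 3233, 3216 and 4243 from T2 to T3, and 4832, 4889 and 5742 from T3 to T4. Leaving out single libraries gave 68 (T2 replicate 1) to 1724 (T1 replicate 1) from T1 to T2, with 193 and 194 without T1 replicates 2 and 3 and 168 and 100 without T2 replicates 2 and 3. From T2 to T3 it gave 0 (T2 replicate 2 or 3) to 184 (T3 replicate 3), with 4, 7 and 1 without T2 replicate 1 and T3 replicates 1 and 2. From T3 to T4 it gave 1288 (T4 replicate 2) to 3001 (T3 replicate 1), with 1377 and 1496 without T3 and T4 replicate 3. With the paper's univariate test, 73 factors of Table S7, 61 family genes and 5 of the qRT-PCR genes passed. The share of the first component was 41.2% on the log2 scale, 34.1% with unit variance (with 9718 VIP scores above 1), 57.0% without the 3 libraries and 44.6% to 55.4% without single ones. The share of genes with T2 and T3 between T1 and T4 was 46.4% without the 3 libraries and 35.2% to 47.6% without single ones. GO terms numbered 18 among called genes. With transcript abundances, 4 named genes reversed from T1 to T4: BRADI_1g72590v3 to -0.88, BRADI_2g40530v3 to 0.053, BRADI_3g41200v3 to 0.96 and BRADI_4g08500v3 to 0.73. The replicate block changed no T1 to T4 call of a named gene. It kept 456 of 767 calls from T1 to T2 and 27 of 53 from T2 to T3, and named genes were not followed for these steps. Over all stages same-numbered libraries were no more alike than others: 5 of 18 pairs correlated over 0.1, as did 10 of 36 other pairs (means 0.005 and -0.0021). Between T3 and T4 all 3 same-numbered pairs did (0.197, 0.116 and 0.264), and with the block 2254 genes were called there. The labels name no shared source, and 5 of 12 libraries were closest to their own number. The cause was not tested, except that left-out libraries mean fewer samples. Transcript abundances mean fewer genes, and genes absent from a library's file were counted as unexpressed there. Promoter motif alternatives were not run.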

Differences from the paper's values

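The tests differ: the counts given here use limma at an adjusted p under 0.10, and the paper's use its univariate test, a t-test with corrected p-values under 0.0145 and a 10% false discovery rate. That test was repeated here on normalized counts without a log at an unadjusted p under 0.0145, where the largest adjusted p was 0.099. Among transcription factors by GO term, 331 changed from T1 to T4, against the paper's 126. The paper's univariate test (124 factors) and transcript abundances came within 1.5 times of the paper's count, and the other 14 alternatives set before the data were examined did not. Of those with a VIP score above 1, 181 changed, against the paper's 75, and only the paper's univariate test (75) came within 1.5 times. For WRKY factors higher at T4 the count was 29, against the paper's 4, and for NAC factors 17, against the paper's 5. In both, only the paper's univariate test came within 1.5 times of the paper's count, with 4 and 5. Peroxidases lower at T4 numbered 24, against the paper's 15. The paper's univariate test, transcript abundances, leaving out the 3 libraries of low alignment, and leaving out T1 replicate 1 or 3 or any single T4 library came within 1.5 times, and the other 8 alternatives did not. For the largest WRKY fold, the paper's 120 stands beside a lower bound of 34.4 computed here, which does not conflict with it.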

Other observations

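The comparison of read lengths was chosen after the data were seen. Those lists whose names come from Table S6 hold mainly genes the study selected in these libraries. Counts are of genes past the threshold from T1 to T4 with limma, and the adjusted p are from camera with a preset and with an estimated correlation. No list passed with the estimated correlation. fry gave an adjusted p = 0.0011 for the study's WRKY list and 0.021 for cytosolic ribosomal proteins. The factors of Table S7 had an adjusted p = 6.2e-09 preset and 0.26 estimated.

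Ribosomal protein and histone genes that changed were mostly lower at T4. Of cytosolic ribosomal protein genes, 1 of 39 rose and 34 fell (1 and 37 when adjusted over the list alone, adjusted p = 7.8e-09 preset, 0.36 estimated), among them BRADI_4g24635v3 (60S L29), from 2564 ± 562 to 1240 ± 66.1 normalized counts (SD, n = 3). Without the 3 libraries of low alignment 24 fell, without T1 replicate 3 it was 21, with transcript abundances 17, and with the paper's univariate test 3. Of histone genes, 0 of 25 rose and 16 fell (adjusted p = 2.2e-05 preset, 0.36 estimated), for example BRADI_2g54540v3 (H2B), from 2305 ± 218 to 1196 ± 80.2. Without T1 replicate 2 or T4 replicate 1, 10 of the 25 fell, and 6 of 22 did with transcript abundances. The term translation held 157 of 250 genes among those lower at T4 (3.11-fold, adjusted p = 9.9e-47 from a one-sided Fisher's exact test). The paper does not report on either group. Of cell cycle genes, 1 of 4 rose and 0 fell (adjusted p = 0.91 preset, 0.94 estimated).

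Hormone genes moved in both directions. Of jasmonate synthesis genes, 6 of 13 rose and 2 fell (7 and 2 when adjusted over the list alone, adjusted p = 0.052 preset, 0.50 estimated), and the allene oxide synthase BRADI_1g69330v3 rose from 224 ± 52.0 to 1200.2 ± 180.2. Of ethylene synthesis genes, 3 of 5 rose and 2 fell (adjusted p = 0.91 preset, 0.92 estimated), and of gibberellin metabolism genes, 4 of 5 rose and 1 fell (adjusted p = 0.12 preset, 0.29 estimated), the latter mostly 2-oxidases, which inactivate gibberellins, such as BRADI_2g19900v3, from 137 ± 112 to 1172 ± 45.9. Of abscisic acid response factors, 2 of 2 rose and 0 fell (adjusted p = 0.019 preset, 0.26 estimated), with BRADI_1g46060v3 rising from 271 ± 41.0 to 1217 ± 184. Of wound, touch and cold genes, 9 of 14 rose and 1 fell (10 and 2 when adjusted over the list alone, adjusted p = 0.03 preset, 0.36 estimated), and 6 of them are also in the DREB/CBF list, which had adjusted p = 0.019 preset and 0.26 estimated. Of pathogenesis-related genes, 10 of 17 rose and 6 fell (adjusted p = 0.12 preset, 0.51 estimated), with BRADI_1g64880v3 (PR1-like) falling from 754 ± 299.9 to 72.9 ± 29.4.

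Nutrient genes changed in part. Of nitrate and ammonium genes, 3 of 15 rose and 8 fell (4 and 8 when adjusted over the list alone, adjusted p = 0.058 preset, 0.36 estimated), and the nitrate reductase BRADI_3g37940v3 fell from 7329 ± 1293 to 2184 ± 859. Of phosphate starvation genes, 5 of 16 rose and 2 fell (adjusted p = 0.73 preset, 0.88 estimated), and of iron acquisition genes, 2 of 4 rose and 2 fell (adjusted p = 0.91 preset, 0.91 estimated). BRADI_4g43610v3, a dioxygenase of mugineic acid synthesis, fell from 14391 ± 1593 to 1717 ± 1682. Of sugar transport and sucrose breakdown genes, 9 of 22 rose and 4 fell (adjusted p = 0.07 preset, 0.29 estimated), and the sucrose synthase BRADI_1g62957v3 rose from 622 ± 185 to 10689 ± 1642. Of senescence genes, 4 of 9 rose and 0 fell (adjusted p = 0.12 preset, 0.51 estimated).

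Wall genes other than expansins were split. Of lignin synthesis genes, 15 of 30 rose and 3 fell (16 and 3 when adjusted over the list alone, adjusted p = 0.0057 preset, 0.36 estimated), with the phenylalanine ammonia-lyase BRADI_3g49270v3 rising from 4864 ± 5431 to 31349 ± 9799, a call that neither the paper's univariate test nor edgeR on 9 libraries made. Of xyloglucan endotransglucosylases, 5 of 22 rose and 7 fell (5 and 8 when adjusted over the list alone, adjusted p = 0.19 preset, 0.71 estimated), of cellulose and xylan genes, 2 of 6 rose and 2 fell (adjusted p = 0.91 preset, 0.91 estimated), and of Casparian strip genes, 11 of 52 rose and 21 fell (adjusted p = 0.056 preset, 0.36 estimated). Of root hair genes, 1 of 2 rose and 0 fell (2 and 0 when adjusted over the list alone, adjusted p = 0.054 preset, 0.26 estimated). Of photosynthesis genes, 0 of 16 rose and 2 fell (0 and 1 when adjusted over the list alone, adjusted p = 0.089 preset, 0.66 estimated), and of clock genes, 3 of 9 rose and 1 fell (adjusted p = 0.70 preset, 0.87 estimated). The gene of the clock list that fell, BRADI_1g31530v3, is annotated as an auxin efflux carrier and entered the list only by a match of its name. The flowering and the LEA list hold 1 gene each, and both rose.

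Of families by annotated name, which overlap the study's lists, 9 of 16 rose and 1 fell (10 and 2 when adjusted over the list alone, adjusted p = 0.014 preset, 0.26 estimated) for MADS-box genes, 16 of 18 rose and 2 fell (adjusted p = 5.8e-05 preset, 0.26 estimated) for NAC genes, 8 of 8 rose and 0 fell (adjusted p = 1.7e-05 preset, 0.26 estimated) for TIFY genes, 4 of 6 rose and 1 fell (adjusted p = 0.23 preset, 0.51 estimated) for trehalose phosphate synthases and 2 of 6 rose and 2 fell (adjusted p = 0.80 preset, 0.91 estimated) for the phosphatases. All annotated WRKY genes had adjusted p = 1.8e-05 preset and 0.35 estimated, all peroxidases 1.1e-09 and 0.26, and the study's MADS-box list 9.7e-06 and 0.16. The annotated ERF and GRF lists gave the same values as the study's. In the gene table, counts scale with a read length of 75, the default of the script that turns coverage into counts. The reads had a length of 50, so 1 count need not be 1 read, which the counting intervals do not allow for. With 75, the coverage of the transcript files gave the recovered count within 1 for 34.1% to 56.5% of genes per library, and with 50 for 0.322% to 1.06%.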
